# Elevated temperatures and longer durations improve the efficacy of oxaliplatin- and mitomycin C-based hyperthermic intraperitoneal chemotherapy in a confirmed rat model for peritoneal metastasis of colorectal cancer origin

**DOI:** 10.3389/fonc.2023.1122755

**Published:** 2023-03-16

**Authors:** Roxan F. C. P. A. Helderman, Bella Bokan, Gregor G. W. van Bochove, Hans M. Rodermond, Elsy Thijssen, Wouter Marchal, Arezo Torang, Daan R. Löke, Nicolaas A. P. Franken, H. Petra Kok, Pieter J. Tanis, Johannes Crezee, Arlene L. Oei

**Keywords:** colorectal cancer, peritoneal metastasis, hyperthermic intraperitoneal chemotherapy (hipec), orthotopic rat model, hyperthermia, oxaliplatin, mitomycin-C

## Abstract

**Introduction:**

In patients with limited peritoneal metastasis (PM) originating from colorectal cancer, cytoreductive surgery (CRS) followed by hyperthermic intraperitoneal chemotherapy (HIPEC) is a potentially curative treatment option. This combined treatment modality using HIPEC with mitomycin C (MMC) for 90 minutes proved to be superior to systemic chemotherapy alone, but no benefit of adding HIPEC to CRS alone was shown using oxaliplatin-based HIPEC during 30 minutes. We investigated the impact of treatment temperature and duration as relevant HIPEC parameters for these two chemotherapeutic agents in representative preclinical models. The temperature- and duration- dependent efficacy for both oxaliplatin and MMC was evaluated in an *in vitro* setting and in a representative animal model.

**Methods:**

In 130 WAG/Rij rats, PM were established through i.p. injections of rat CC-531 colon carcinoma cells with a signature similar to the dominant treatment-resistant CMS4 type human colorectal PM. Tumor growth was monitored twice per week using ultrasound, and HIPEC was applied when most tumors were 4-6 mm. A semi-open four-inflow HIPEC setup was used to circulate oxaliplatin or MMC through the peritoneum for 30, 60 or 90 minutes with inflow temperatures of 38°C or 42°C to achieve temperatures in the peritoneum of 37°C or 41°C. Tumors, healthy tissue and blood were collected directly or 48 hours after treatment to assess the platinum uptake, level of apoptosis and proliferation and to determine the healthy tissue toxicity.

**Results:**

*In vitro* results show a temperature- and duration- dependent efficacy for both oxaliplatin and MMC in both CC-531 cells and organoids. Temperature distribution throughout the peritoneum of the rats was stable with normothermic and hyperthermic average temperatures in the peritoneum ranging from 36.95-37.63°C and 40.51-41.37°C, respectively. Treatments resulted in minimal body weight decrease (<10%) and only 7/130 rats did not reach the endpoint of 48 hours after treatment.

**Conclusions:**

Both elevated temperatures and longer treatment duration resulted in a higher platinum uptake, significantly increased apoptosis and lower proliferation in PM tumor lesions, without enhanced normal tissue toxicity. Our results demonstrated that oxaliplatin- and MMC-based HIPEC procedures are both temperature- and duration-dependent in an *in vivo* tumor model.

## 1 Introduction

Hyperthermic intraperitoneal chemotherapy (HIPEC) is a cancer treatment that involves circulation of heated chemotherapeutic solution through the peritoneal cavity of patients with peritoneal metastasis (PM). These metastases can originate from several gastrointestinal or gynecological malignancies and have a poor prognosis ranging from 4-24 months (1–5).

Preceding HIPEC treatment, all visible macroscopic tumor lesions are removed during cytoreductive surgery (CRS). The aim of the HIPEC procedure is to eliminate residual (microscopically) tumor lesions that are left behind after CRS, as well as free floating tumor cells in the abdominal cavity. The combination of CRS with HIPEC is the only treatment option with curative intent for patients with PM. Several clinical studies showed a prolonged survival when CRS and/or systemic chemotherapy-based treatment was combined with HIPEC in patients with ovarian cancer (6), gastric cancer (7, 8), colorectal cancer (CRC) (9–11), malignant peritoneal mesothelioma (MPM) (12) or pseudomyxoma peritonei (PMP) (13).

In CRC patients with PM (PMCRC), a landmark trial randomizing between only fluoropyrimidine systemic chemotherapy or CRS followed by a mitomycin-C (MMC)-based HIPEC treatment (90 minutes at 41-42°C) and systemic 5-FU revealed a significant improvement in median overall survival of 12.6 *vs*. 22.2 months in the HIPEC arm (9). This benefit was confirmed in a comparative cohort study reported by Franko et al. using a similar HIPEC schedule (medium overall survival of 16.8 *vs*. 34.7 months) (10). Elias et al. introduced an oxaliplatin-based HIPEC treatment with shorter duration and reported much higher overall survival rates if compared to modern systemic chemotherapy alone in a non-randomized comparison (23.9 *vs*. 62.7 months) (11). These results show a clear beneficial effect of HIPEC compared to systemic treatment only. In some approaches intraperitoneal chemotherapy is repeated more than once, using MMC and oxaliplatin for patients with unresectable recurrent rectal cancer (14).

The efficacy of HIPEC largely depends on the treatment protocol based on no less than eight relevant HIPEC treatment parameters; type of drug, concentration of the drug, carrier solution, volume, temperature, duration, delivery technique and patient selection (15, 16). Unfortunately, a standardized HIPEC treatment protocol is lacking resulting in a large institutional variation in the application of HIPEC worldwide. In order to determine the effectiveness of HIPEC in the clinic, it is necessary to quantify the effect of each parameter separately in order to define a standardized HIPEC treatment protocol.

In response to negative HIPEC trials with 30 minute exposure to oxaliplatin, the effect of duration and temperature should be investigated during HIPEC procedures using both oxaliplatin or MMC for durations up to 90 minutes as often used in HIPEC (17–19). Preclinical research in a representative model is a powerful strategy to quantify these effects (20). The duration- and temperature-dependent effectiveness of several drugs were thoroughly explored in several cancer types in an *in vitro* setting, showing increased efficacy, suggesting that they are suitable for HIPEC (21–24). Although experiments performed on cells and organoids have advantages, they do not provide insights in the impact of HIPEC on the tumor microenvironment and on normal tissue toxicity, which makes the translation to the clinical setting difficult. A more realistic setting can be obtained by using a suitable animal model combined with an optimized HIPEC setup to guarantee well-controlled treatment settings for the parameter under study. A suitable animal model requires a representative tumor model which should be confirmed to contain metastases before conducting the HIPEC treatment and these metastases should be large enough to perform an adequate HIPEC procedure.

The aim of this study is to evaluate the direct effect of temperature and duration during oxaliplatin- and MMC-based HIPEC procedures in CRC cells and organoids and eventually in a PM confirmed rat model. An overview of the experimental setup is presented in **Figure 1**. WAG/Rij rats are injected intraperitoneal with CC-531 cells and ultrasound is applied to confirm tumor outgrowth in the peritoneum before the HIPEC treatment is conducted (25). HIPEC procedures are applied using oxaliplatin or MMC with a treatment duration of 30, 60 and 90 minutes with inflow temperatures at 38°C or 42°C. Samples are collected either immediately or 48 hours after treatment to study the effect on platinum uptake, apoptosis, proliferation and healthy tissue toxicity. These results should give insights towards an optimized HIPEC treatment protocol for CRC patients with metastasis in the peritoneum.

**Figure 1:**
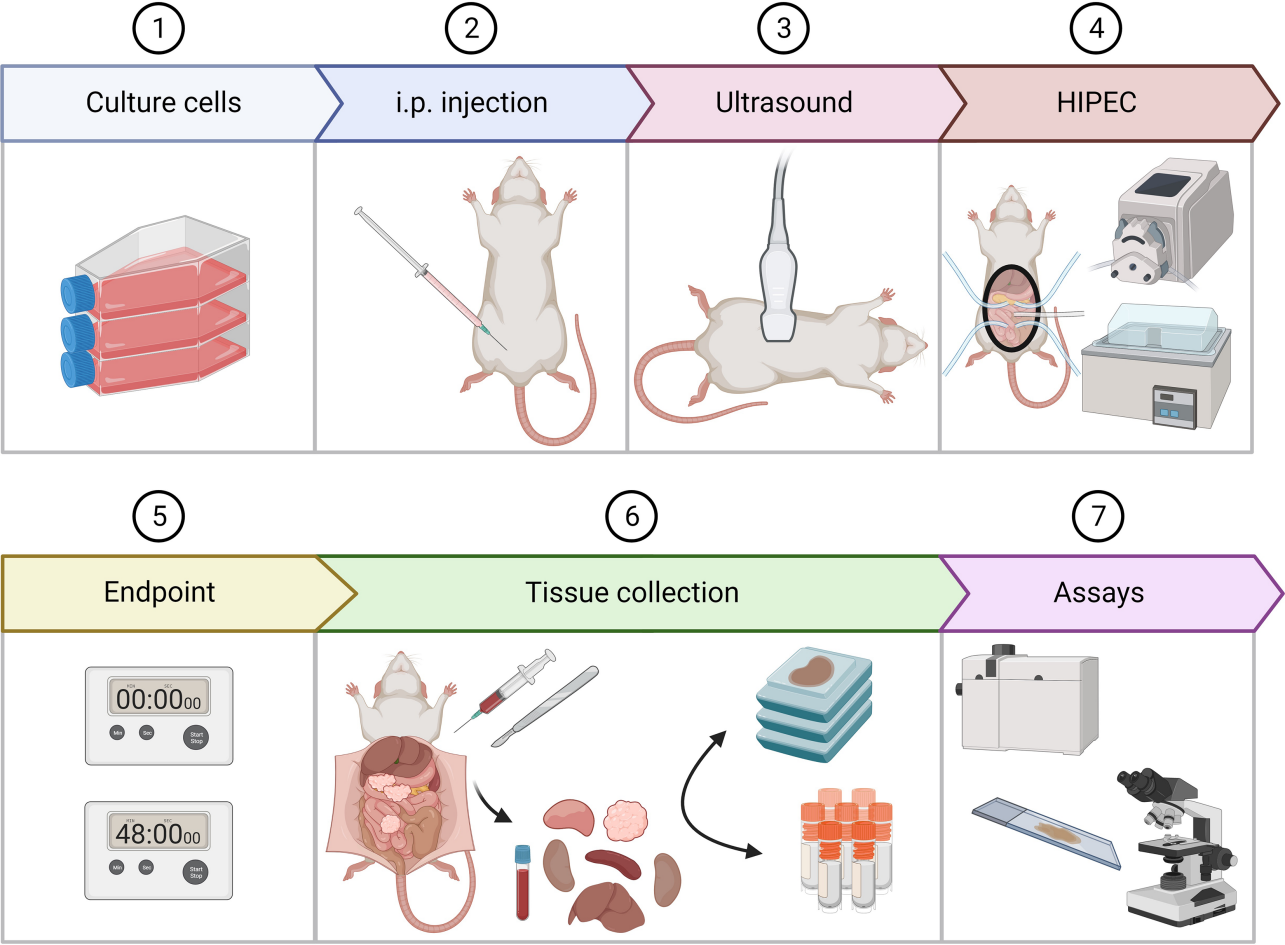
An overview of the experimental design. After rats were injected with 2x 10^6^ CC-531 cells, tumor outgrowth was followed using ultrasound. When tumors reached a size of 4-6 mm, the HIPEC procedure was performed. After treatment, rats were sacrificed 0 or 48 hours after treatment. Upon sacrifice, tissue collection was performed. Tumor lesions from 3 different regions, blood and healthy organs were collected in 4% formalin and embedded in paraffin or fresh frozen and stored at -80°C. Platinum uptake was measured using inductively coupled plasma mass spectrometry. Apoptosis and proliferation were assessed using immunohistochemistry. This figure is created with BioRender.com.

## 2 Materials and methods

### 2.1 Cell culture

The CC-531 cell line are colon carcinoma cells derived from WAG/Rij rats with a signature similar to the dominant treatment-resistant CMS4 type human colorectal PM. These cells were kindly provided by Prof. Dr. Ignace de Hingh, Catharina Cancer Institute (Eindhoven) and Roger Lomme, Radboud University (Nijmegen). This cell line was cultured in RPMI1640 medium (Gibco) containing 25 mM HEPES and supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin/streptomycin/glutamine (Gibco). Cells were maintained at 37°C in a humidified atmosphere of 5% CO2 in air.

### 2.2 *In vitro* HIPEC-treatment

CC-531 cells were exposed to various concentrations of two chemotherapeutic agents under normal (37°C) and hyperthermic (42°C) conditions for 30, 60 minutes or 90 minutes (plus an additional 10-minute pre-heating). Stock-solutions of agents: oxaliplatin (Cayman Chemical Company) and MMC (Bio-connect) were stored at 4°C. Appropriate dilutions were freshly prepared for each experiment. Hyperthermia was performed by submerging the plates in a thermostatically regulated water bath supplemented with 5% CO2. After treatment, medium was replaced with fresh medium (without chemotherapy) and cells were incubated at 37°C in an atmosphere of 5% CO2 in air for the desired time of the specific assay.

### 2.3 Cell viability assay

Cell viability was assessed by PrestoBlue^®^ Cell Viability assays (Invitrogen). Cells were harvested and counted using an automated cell counter (Luna) and 20.000 cells were plated in each well of a 48-wells plate (Greiner). Plates were incubated overnight at 37°C and subjected to the *in vitro* HIPEC-treatment. After 2 days of incubation, the medium was replaced by 10 times diluted PrestoBlue^®^ Cell Viability Reagent in complete medium and incubated for 4 hours at 37°C. The extinction of every well was measured using a plate reader (Biotek synergy HTX) at 570 nm. Cell viability fractions were calculated by correcting the extinction of treated cells by the extinction of control cells.

### 2.4 Clonogenic survival assay

To assess long-term cell survival of treated and untreated cells, clonogenic survival assays were performed as described before (26). Cells were harvested and counted using an automated cell counter (Luna) and plated in appropriate density in 6-well plates (Greiner). Plates were incubated overnight at 37°C and treated as described above. After treatment the cells were incubated for 10 days for colony formation. Colonies were fixed by 6% glutaraldehyde and stained with 0.05% crystal violet. When a cell has the clonogenic capacity to dived into a cluster of 50 cells or more, it was score as a colony. Surviving fractions were calculated by correcting the plating efficiency of untreated control cells.

### 2.5 Gene expression profiling

RNA was extracted from CC-531 cells, CC-531 organoids and CC-531 ex vivo tumor tissue grown in the peritoneum of WAG/Rij rats using the RNA isolation kit (Bioke). 

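The libraries of a sample type resembled each other more than those of other types, apart from organoid p7, which lay about as far from p8 and p9 as from the cells. Across the 13331 genes tested, Pearson's r of log2 CPM was 0.967 to 0.981 between the cell libraries, 0.945 to 0.981 between the ex vivo tumors and 0.929 to 0.994 between the organoids. Between cells and organoids it was 0.906 to 0.932, so that its highest value exceeded the lowest within the organoids. Between ex vivo tumors and cells it was 0.780 to 0.850, and between ex vivo tumors and organoids 0.755 to 0.851. These correlations run across genes, which are not independent replicates. Every pair of libraries differed by more than sampling noise, with a chi-square per gene of at least 4.43 (organoids p8 and p9), so none was a repeat of another's counts. Each was entered as a sample, which these values do not show to be independent. Organoids p8 and p9 were the closest pair, with ex vivo 2 and 3 next (23.6). The chi-square per gene of organoid p7 was lower with cells p11 (102), cells p8 (154) and ex vivo 2 (156) than with organoids p8 (186) or p9 (163). This measure grows with the number of counts and so is no plain distance. By r, p7 lay nearer to organoids p8 (0.929) and p9 (0.932) than to cells p11 (0.926), cells p8 (0.913) or ex vivo 2 (0.851). The first principal component (59.4% of the variance) placed the ex vivo tumors at 90.0 to 116 and the cultures at -55.7 to -35.6. The second (20.2%) held the cells at -58.3, -59.6 and -27.3 and the organoids at 25.6, 62.5 and 60.4 for p7, p8 and p9. The number of genes with any count was 18577 to 19077 in cells, 18751 to 19702 in organoids and 20954 to 24348 in ex vivo tumors.

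**Figure D1:**
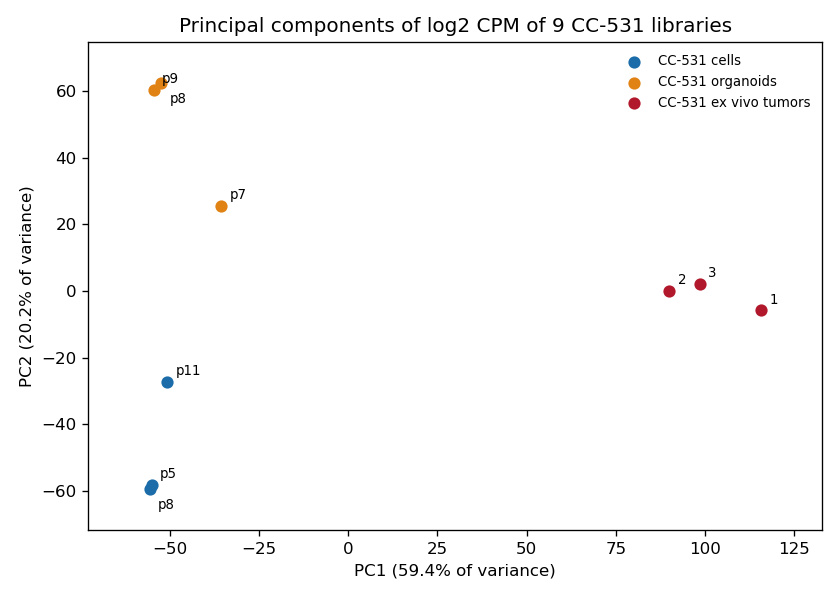
First and second principal components of log2 CPM over the genes tested, with 1 point per library. The ex vivo tumors lie at 90.0 or more on the first component, and cells p11 (-27.3) and organoids p7 (25.6) lie apart from their groups on the second.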

Three different passages per sample type were used resulting in a total of 9 samples. RNA concentrations were measured using NanoDropTM 2000 instrument (Thermo Fisher Scientific) and RNA integrity was assessed using TapeStation (Agilent). Library preparation was constructed using KAPA mRNA Hyperprep following by RNA-seq performed on an Illumina HiSeq 4000.

To assess the quality of raw data, FastQC (v.0.11.9) (27) and MultiQC (v.1.9) (28) were used prior to processing the data. The first 11 bases were trimmed from each read and low-quality bases (Phred score < 20) were removed using Cutadapt (v1.18) (29). To align the sequences STAR (v.2.7.4.a) was applied. The reference genome used in this step was mRatBN7.2. Finally, the number of counts per gene was obtained by STAR.

### 2.6 Consensus molecular subgroups classification

Publicly available datasets of established cell lines of human colorectal cancers were collected (GSE36133, GSE100478, GSE59857) and combined using the genes profiled in all three datasets. To eliminate the batch effects, datasets were normalized employing normalize.quantiles function of preprocessCore package (30) and comBat function (sva R package) (31). These samples were CMS stratified as previously described (32) using the classifier developed by Linnekamp et al. (33). To define signatures for each CMS subtype, 12 samples per each CMS were randomly selected from the combined set and differential expression analysis was performed using limma package in R (34). Genes with p value < 0.05 and positive fold changes were assigned to corresponding CMS subtype. Then the expression value of genes in these signatures were averaged per CMS.

Prior to CMS classification, counts per gene for all CC-531 samples were log2-transformed and quantile-normalized. 

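A mean over all 9 samples can fall below the limit for genes that only 1 sample type expresses. Leaving out genes with a mean log2 value under 4, after quantile normalization with a pseudocount of 1, kept 13331 genes and left out 13993 that had a count. Of these, 214 were over 10 CPM in every ex vivo tumor and under 1 CPM on average in the cultures, and none was over 10 CPM in every cell library or every organoid library alone. Macrophage markers lost 16 of 30 genes, 12 of them over 10 CPM in every ex vivo tumor. Fibroblast and matrix genes lost 20 of 42, 8 of them over that level, and EMT and TGF-beta genes 11 of 50, 4 of them over it, Zeb1 included. T and NK cell markers lost 22 of 25 and erythrocyte markers all 7. The metabolic and secretory genes lost 19 of 39, none of which was over 10 CPM in every ex vivo tumor, while MYC targets lost none. The genes kept held 97.8% to 99.9% of the counts of a library. With edgeR's own filter, chosen after seeing the data, 38 fibroblast and matrix genes and 28 macrophage genes rose in ex vivo tumors against cells.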

Genes with average of log2 expression < 4 were removed from the analyses. 

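Averaging over the organoids joins p7 with p8 and p9, from which it stood apart, and the values that follow were chosen after this was seen. Muc2, which encodes the gel-forming mucin of goblet cells, was at 144 CPM in p7, 15.3 in p8 and 17.0 in p9, and Agr2, a secretory gene of the same cells, at 53.8, 3.48 and 6.06. Dmbt1, which encodes a mucosal scavenger protein, was at 1161, 2.08 and 6.06 CPM. The median cholesterol synthesis gene differed from the mean of the cells by 0.21 in p7, 2.22 in p8 and 2.19 in p9 (log2), and the median hypoxia and glycolysis gene by 0.89, 2.23 and 2.26. Against the mean log2 CPM of the other 2 organoid libraries, 1046 genes were over 2-fold higher in p7 and 1556 over 2-fold lower, while 156 genes differed over 2-fold between p8 and p9. For cells p11 these numbers were 931, 196 and 758, and for ex vivo 1 578, 891 and 428. The median SD of a gene's log2 CPM within a type was 0.270 in cells, 0.299 in organoids and 0.309 in ex vivo tumors (n = 3 each). An SD over 1 was found for 398 genes in cells, 882 in organoids and 289 in ex vivo tumors.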

The expression of each gene was next average across the samples of same treatment, to summarize data. Finally genes overlapping in this set and the CMS signatures were obtained and the top 100 genes per CMS ranked by p value were used to calculate the correlation between each group of samples and different CMS subtypes.

### 2.7 Immunohistochemistry on cells

To assess changes in proliferation or apoptosis in the cells after treatment, IHC stainings for Ki-67 and cleaved caspase-3 were performed. Cells were seeded on sterile cover slips (21x26 mm) placed in 60 mm cell culture dishes and were incubated overnight at 37°C. Cells were treated as described above. After treatment, medium was refreshed and cells were incubated for 48 hours. Cells were washed with PBS and fixed with 4% paraformaldehyde for 20 minutes. After washing the cells three times with PBS, cells were permeabilized with PBS containing 0.1% Triton X-100 and 1% fetal goat serum (TNBS) for 30 minutes. Slides were incubated with the primary antibody recombinant anti-Ki67 antibody 1:200 (anti-rabbit, Abcam) or cleaved caspase-3 antibody 1:100 (anti-rabbit, Cell Signaling) for 1 hour at room temperature. After washing the cells three times with PBS slides were incubated with secondary antibody goat-anti-mouse Cy3 (Jackson ImmunoResearch) diluted 1:100 in TNBS for 30 minutes in the dark. Cells were washed twice with PBS and nuclei were stained with DAPI (2.5 µg/ml) for 20 minutes. Coverslips embedded in vectashield were sealed on microscope slides. Digital image analysis was performed using Leica LAS-X software (Leica). Pictures of at least 150 cells from three independent experiments were obtained using Leica DM6 microscope quipped with a CCD camera.

### 2.8 Animals and housing

The effect of temperature and duration during HIPEC was examined in 130 7-9 week-old female WAG/Rij rats (Charles River Laboratories Research models and services). The rats were housed in individually ventilated cages (IVC-cages) (four per cage) with corn cob bedding material under standardized conditions: temperature 21°C, relative humidity 50–60%, 12 h light/12 h dark and with free access to standard water and food without additions. All animals were acclimatized for at least 1 week before the start of the experiment. All experiments were approved by the Dutch Central Committee of Animal Experiments, with approval code AVD1180020174184, received on 14 February 2019, and carried out in accordance with the Dutch Animal Welfare Act 1997.

### 2.9 Orthotopic PM rat model

Tumor lesions throughout the abdominal cavity were induced by intraperitoneal injections with CC-531 in 8-10 week-old WAG/Rij rats. CC-531 cells were cultured for at least two passages after being thawed in RPMI medium (Gibco) containing 25 mM HEPES, supplemented with 10% fetal bovine serum (FBS) (Gibco) and 1% penicillin/streptomycin/glutamine (Gibco). Cells were maintained at 37°C in a humidified atmosphere of 5% CO2 in air. The cell line was verified for authenticity and routinely tested for mycoplasma infection before the start of the experiment.

Cells were collected upon 60-70% confluency using trypsin (Gibco) and washed twice with PBS before concentrated to 2 × 10^6^ cells/mL. Per rat 1 mL of the cell suspension in culture medium containing 10% FBS was injected intraperitoneally in the right lower part of the abdominal cavity.

### 2.10 Ultrasound for PM confirmation in rats

After injection, ultrasound was applied weekly to assess the tumor outgrowth in the rats, starting 7 days after cell injection. Ultrasound was performed using the CX50 ultrasound (Philips) with probe L15-7io (Philips) on B mode in focal zone 1-2 with a frequency of 42 Hz and a gain of 90. Rats were anesthetized with 0.5-2.5% isoflurane in 100% oxygen using an isoflurane anesthesia vaporizer. The abdominal skin was shaved and cleaned with 70% ethanol before applying ultrasound gel (Aquasonic 100). A validated stepwise protocol was used to make sure that each region of the abdominal cavity was covered (25). It is important to check for remarkable changes and abnormalities in size, shape or location of organs during the procedure. On ultrasound, tumor lesions are mostly identified as superficial dark (hypoechoic) rounded structures, sometimes surrounded by a white (hyperechoic) halo. HIPEC was performed when most tumors reached a size of 4-6 mm.

### 2.11 HIPEC setup

During the HIPEC procedure, a heated perfusate solution was circulated through the abdominal cavity using a closed circulation-circuit which was created by placing two pumpsil tubes through a roller pump (530 Un/R, Watson-Marlow). One end was placed in the perfusate solution placed in a thermostatically water bath (aqualine AL12, Lauda) and the other end was connected to our in-house semi-open in/outflow HIPEC construction (35). To avoid an unobstructed flow due to a clogged outflow catheter, an in/outflow construction was created to separate the outflow from the peritoneal cavity. During the entire procedure, the temperature was monitored at nine different spots (**Figure 2E**): in the perfusate stock solution, the in- and outflow catheters, in each of the four quadrants, in the esophagus and rectal by using a multi-channel data-logging digital thermometer (PCE-T 1200, PCE-instruments).

**Figure 2:**
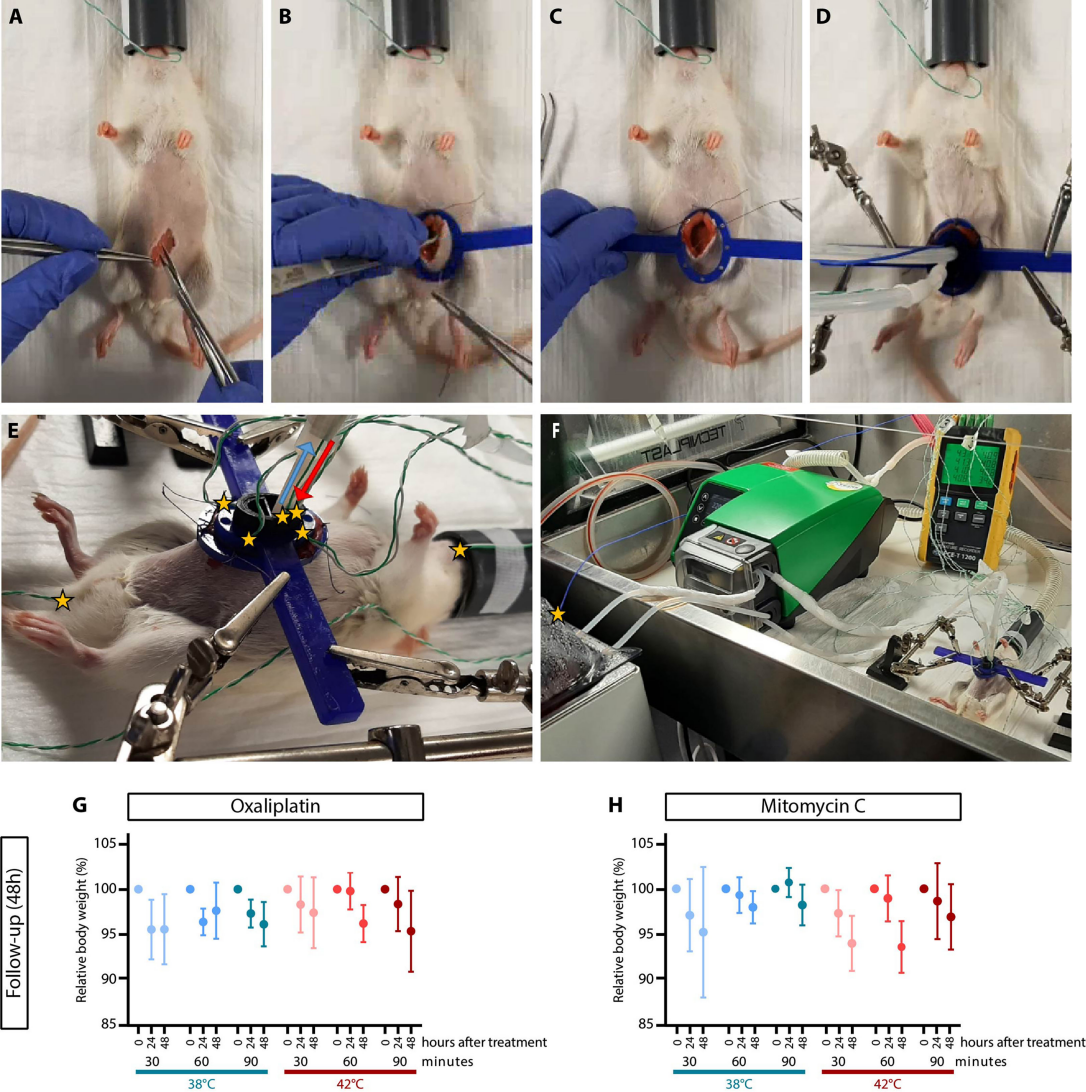
HIPEC treatments in rats did not affect body weight. To allow access to the peritoneum, a small incision was made **(A)** and the abdominal wall was attached to a plastic retractor ring with sutures **(B, C)**, enabling the placement the semi-open in/outflow HIPEC construction **(D)**. Temperatures probes were placed in the esophagus, inflow (red), outflow (blue), each of the four quadrants, rectum **(E)** and in the stock solution **(F)**. Temperature spots were indicated by yellow stars. The average body weight immediately after, 24 hours and 48 hours after HIPEC with oxaliplatin **(G)** and mitomycin-C **(H)** is shown for a non-heated treatment procedure (38°C) and a heated treatment procedure (42°C). Means ± SD of 4-5 animals were presented.

### 2.12 HIPEC procedure

To evaluate the direct effect of HIPEC on PM, CRS was not applied right before the HIPEC procedure to make certain small tumors were present in the abdominal cavity right after treatment to collect for analysis.

Before the start of the procedure, the perfusate solution was prepared and pre-heated using a thermostatically water bath. In order to achieve temperatures of 37°C or 41°C in the peritoneum, the inflow temperature were set on 38°C or 42°C. Rats were treated with 150 mg/m^2^ oxaliplatin (Cayman Chemical Company) of 35 mg/m^2^ MMC in 500 mL physioneal 40 glucose 1.36% (Baxter) carrier solution.

The procedure was performed in a biosafety cabinet as described before (35) **Figure 2F**. Rats were anesthetized with 0.5–2.5% isoflurane in 100% oxygen using an isoflurane anesthesia vaporizer and placed on a heating mat to avoid decreasing body temperatures. The abdominal skin was shaved and disinfected with betadine before a midline incision of approximately 4 cm was made **Figure 2A**. The abdominal wall was attached to a plastic retractor ring *via* 4 sutures **Figures 2B, C**. The in/outflow construction, containing four perforated inflow tubes and one outflow catheter, was placed through the retractor. The retractor and in/outflow construction was fixed with two holders (Third-hands, Toolcraft) to ensure proper positioning **Figure 2D**.

To start the HIPEC, the roller pump was set on 220 RPM, corresponding to 1.6 mL/s. After approximately 5-10 min the desired temperature was reached in all four quadrants. Subsequently, HIPEC was applied for 30, 60 or 90 minutes. During the procedure, the body temperature was kept stable using the heating mat when using an inflow temperature of 38°C. At an inflow temperature of 42°C, the heating mat was removed and partial cooling of the tail with a tissue soaked with 70% ethanol was applied when the temperature in the esophagus exceeded 38°C.

At the end of the HIPEC procedure, the inflow catheter was removed from the perfusate solution to remove remaining fluid from the abdomen. For each animal, 1 mL peritoneal fluid was collected. The in/outflow construction and retractor ring were removed. The abdominal wall and skin were closed with single sutures and disinfected with betadine in order to follow-up the animals and to collect tissue 48 hours after treatment. The other half of the animals were directly sacrificed in order to collect tissue right after surgery (0 hours).

### 2.13 Supportive care

To prevent inflammation and reduce postoperative pain, rats were treated with carprofen rimadyl (50 mg/mL, Patterson Veterinary). Two days before the HIPEC procedure, carprofen was supplied *via* the drinking water at a concentration of 0.0067 mg/mL, until two days after surgery. Right after the HIPEC procedure, only rats with a 48 hours follow-up received subcutaneously injection with a high dose of carprofen (5 mg/kg) to increase the systemic carprofen levels. Food was made accessible by placing food in the cage.

### 2.14 Treatment conditions, postoperative complications and survival

HIPEC was applied in 130 rats using oxaliplatin or MMC for 30, 60 or 90 minutes with an inflow temperature of 38°C or 42°C. Rats were sacrificed immediately after the HIPEC treatment (0h) to assess the direct effects of the HIPEC procedure or two days after treatment to assess the effects at a longer time point post-HIPEC (48h). The goal was to include 5 animals reaching the endpoint per group, which was completed for 22 of the 25 groups (**Table 1**). Animals with a two day follow-up were checked daily for signs of discomfort such as: weight loss (>10%), inactive behavior and an open fur. In total eight animals were sacrificed earlier after treatment because of signs of discomfort were noticed. In the oxaliplatin 30 min 38°C, 30 min 42°C and 90 min 42°C treatment groups, animals were sacrificed 24, 1 and 8 hours after treatment. Animals not reaching the endpoint were treated with MMC 60 min 38°C, 60 min 42°C, 90 min 42°C and were all sacrificed 24 hours after treatment.

**Table 1:** Treatment groups indicating the number of included rats/total number of treated rats.

Follow-up	0h						48h						Number of rats
**Inflow temperature**	38°C			42°C			38°C			42°C			
**Duration (min)**	30	60	90	30	60	90	30	60	90	30	60	90	
**Untreated**	5												5
**Oxaliplatin**	5	5	5	5	5	5	5	5	5	5	5	5	60
*Excluded*	–	–	–	–	–	–	1	–	–	1	–	2	4
**Mitomycin C**	5	5	5	5	5	5	5	4	4	5	4	5	57
*Excluded*	–	–	–	–	–	–	–	2	–	–	1	1	4
**Total number of rats**													130

### 2.15 Scoring extent of disease

The extent of disease was measured using the peritoneal carcinomatosis index (PCI) upon sacrifice as described before (25). In short, the peritoneal cavity of the rats was divided in nine regions, and for each region, the size of the biggest nodule was scored as well as the number of lesions, with a score ranging between 0 – 3 (**Figure 3A**).

**Figure 3:**
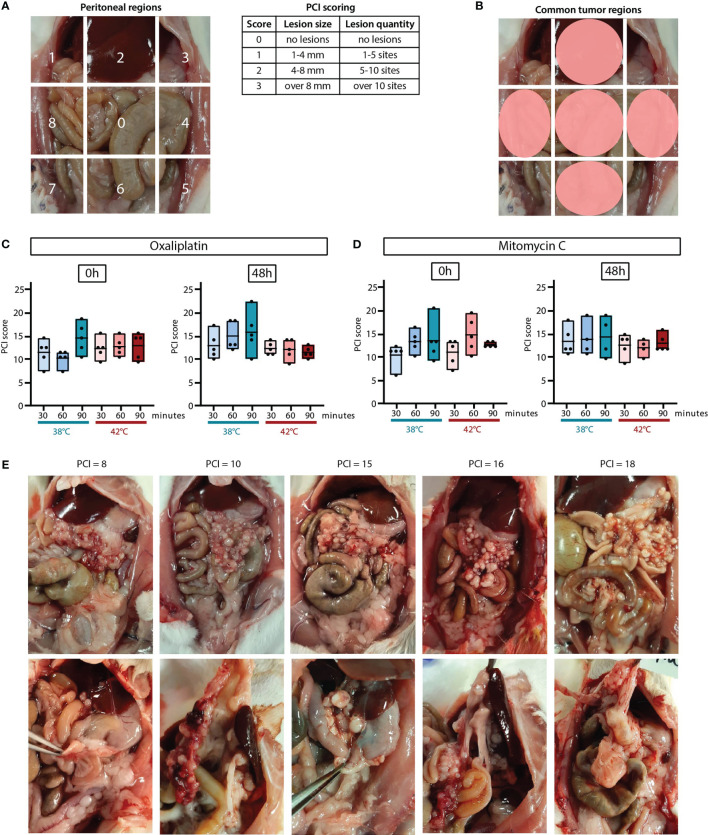
The extent of disease was scored upon sacrifice using the peritoneal carcinomatosis index (PCI) score. The number and size of the tumor lesion were scored in 9 regions with a score of 0, 1, 2 or 3 **(A)**. Tumor lesions were most common in regions 2, 0, 4, 6 and 8 **(B)**. PCI scores measured 0 hours and 48 hours after HIPEC treatment with oxaliplatin **(C)** or MMC **(D)**. All values of 4-5 animals are presented with the min/max ± means. Representative pictures with corresponding PCI scores of the abdomen with visible tumor lesions on the omentum (upper panel) and other regions (lower panel) **(E)**.

### 2.16 Tissue collection

Peritoneal fluid was collected right after each HIPEC procedure. Tumor nodules, organs and blood were collected upon sacrifice. Blood samples were centrifuged for 10 minutes at 1500 rpm at room temperature. The remaining plasma, peritoneal fluid and half of the collected tumor nodules and organs were fresh frozen and stored at -80°C until the day of inductively coupled plasma mass spectrometry analysis. The other half of the tumor nodules and organs were fixed in 4% formalin, dehydrated and embedded in paraffin for IHC stainings.

### 2.17 Inductively coupled plasma mass spectrometry

Platinum quantification was performed using a previously validated ICP-MS assay (36). Key parameters of the analytical methodology such as calibration curve linearity, detection limits and RSD values of QC standards were found to be in line with the values reported in the validated study. The analysis was carried out on a Perkin Elmer NexION 350S apparatus, equipped with the Syngistix software version 2.5 and an ESI Prep-Fast delivery system controlled by the ESI SC software version 2.9.0.202.

Tumor nodules were digested in 30% hydrogen peroxide (Merck KGaA, Darmstadt, Germany) and in 69-70% nitric acid (J.T. Baker, Avantor Performance Materials, Pennsylvania, United States), mixed in a 1:4 ratio by volume, using an Ethos Up microwave digestion system (Milestone). Digestion was performed according to the following schedule: 15 minutes, 1800 W, heating up to 200°C, followed by an isothermal period of 15 minutes at a constant temperature of 200°C and finally a cool down period. Afterwards the mixture was transferred quantitatively and adjusted to 50 mL using volumetric flasks, and 10-fold diluted before ICP-MS analysis using Milli-Q water (18 MΩ cm).

Sample preparation of the plasma and peritoneal fluid samples involved a simple 1/75 dilution in 0.5% nitric acid. Tb was added as an internal standard with a final concentration of 20 ng/mL Tb for each sample.

For the analysis, isotopes of Pt and the internal standard terbium (Tb) were monitored at m/z Pt 194, Pt 195 and Tb 159. The Pt 194 and 195 results were checked for consistency and subsequently the m/z Pt 194 data are used for quantification. The Tb internal standard recovery was systematically found between 86.4 and 104.9%. The Pt concentration in the tumor nodules was expressed as ng/mg wet tissue. Pt concentration in plasma and peritoneal fluid samples was expressed as μg/mL.

### 2.18 IHC on tumor and organ tissue

Proliferation and apoptosis in the tumor nodules and organs were detected with IHC stainings for Ki-67 and cleaved caspase-3, respectively. Sections of 4 µm were cut, deparaffinized and heat-induced antigen retrieval was performed with 1x Sodium Citrate pH 6 at 98°C, followed by peroxidase blocking. Slides were incubated with the primary antibody Recombinant Anti-Ki-67 antibody 1:200 (anti-rabbit, Abcam) or cleaved caspase-3 1:200 (anti-rabbit, Cell Signaling) overnight at room temperature. The next day, sections were incubated with the secondary antibody Poly-HRP-anti-Rabbit IgG (Immunologic) for 60 minutes at room temperature. Afterwards, the sections were stained with PowerDAB (Immunologic), counterstained with hematoxylin (Fluka) and mounted with Pertex. Representative pictures were taken with a light microscope (Olympus) at a magnification of 40x. Percentage positive staining was analyzed using the software program QuPath version 0.2.3.

### 2.19 Statistics

Statistical analyses were performed using R Studio software. The data were checked to for normal distribution. Comparison of independent treatment groups for cell viability, clonogenicity, organoid viability, platinum uptake, proliferation and apoptosis were calculated using two-way ANOVA, a parametric test. *Post hoc* analysis was performed using Tukey test. Significant p values are reported as * <0.05, **<0.01 and ***<0.001.

## 3 Results

### 3.1 The effect of oxaliplatin and MMC is temperature- and duration-dependent in rat CRC cells

First, it is important to define the CMS subtype of the CC-531 cells, organoids and ex vivo tumors, since the CMS4 subtype was observed to be significantly enriched in PMCRC patients (37). 

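RNA was sequenced from CC-531 cells, a rat colon carcinoma line, from the organoids grown from them in matrigel and from CC-531 tumors that had grown in the peritoneal cavity of WAG/Rij rats, with 3 libraries per sample type. The labels number the cell libraries by passage (p5, p8 and p11), the organoid libraries likewise (p7, p8 and p9) and the ex vivo tumors 1 to 3, with no passage or animal given for the tumors. The paper states that the 3 libraries of each sample type were from different passages. Apart from this, nothing states that the libraries of a type came from separate cultures or animals, so the p-values measure only the spread between these libraries, which may be technical. The authors trimmed the first 11 bases of each read and bases with a Phred score under 20, aligned the reads to mRatBN7.2 with STAR and took the number of reads per gene from STAR. Their deposited values are whole-number counts for 34322 genes, of which 27324 had any count, although the table is named as normalized. The strand setting and the gene annotation are not given in the sources used here, so a gene cannot be told apart from an overlapping antisense neighbor by these counts, and near-identical gene copies can share reads. Total counts were 24335921, 17720166 and 16983060 in cells p5, p8 and p11, 20444595, 18753142 and 15968793 in organoids p7, p8 and p9 and 13613276, 18438055 and 12601774 in the ex vivo tumors. A gene with no count in any of the 3 libraries of a type can have up to 0.0511 CPM (counts scaled to a common total) in cells, 0.0561 in organoids and 0.0661 in ex vivo tumors (3 counts over the group). These limits, like the intervals given with single ratios, cover counting error only. Counts were scaled by TMM, and genes with a mean log2 value under 4 were left out as in the paper's methods, with a pseudocount of 1 that the paper's text does not name, which left 13331 genes. These were tested with edgeR's quasi-likelihood test in one fit of all 9 libraries, with p-values adjusted by Benjamini-Hochberg. Each gene named as risen or fallen passed this test, and all 3 libraries of one sample type lay on the same side of all 3 libraries of the other. Genes that human tumors of each CMS subtype express, and markers of cell types that a tumor can hold, were fixed as 29 lists before the data were examined and tested with limma's camera. The human cell line signatures behind Figure 4D are not used here, so its correlations were not recomputed and the CMS subtypes are described through these lists.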

RNA sequencing show that in all samples the correlation of models with CMS4 was the highest, confirming that the CC-531 samples have a CMS4-like subtype and therefore, results are relevant in the clinical setting (**Figure 4D**).

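Collagen and other fibroblast genes stood far higher in the ex vivo tumors than in CC-531 cells. Col1a1, which encodes a chain of type I collagen, was at 2470.5 ± 901 CPM in ex vivo tumors (SD, n = 3) and 1.02 ± 0.564 CPM in cells (SD, n = 3), a log2 fold change of 11.26 (SE 0.67, adjusted p = 9.8e-07 from edgeR). Mgp, the gene of matrix Gla protein, had no count in cells and was at least 10715-fold higher in ex vivo tumors. Of 22 tested fibroblast and matrix genes, 18 rose and none fell (20 and 0 adjusted over the list alone), with a median log2 fold change of 5.94 (camera, adjusted p = 3.9e-19, and adjusted p = 0.0213 with an estimated correlation). Of 39 genes of epithelial-mesenchymal transition (EMT) and TGF-beta signaling, 22 rose and 3 fell (24 and 4 adjusted over the list alone), with a median of 1.61 (adjusted p = 3.2e-08, but adjusted p = 0.171 with an estimated correlation), the falls numbering 1 without ex vivo 2. Axl, a receptor tyrosine kinase, rose by 3.76 on the log2 scale and Tgfb1, the gene of the TGF-beta 1 ligand, by 1.53, while Ltbp1, which encodes a protein that holds latent TGF-beta in the matrix, fell by 1.86. Vim, the gene of the mesenchymal filament protein vimentin, rose by 1.52, and this call was lost on leaving out either of 2 libraries (adjusted p = 0.0533 without cells p11 and 0.0607 without ex vivo 1). Zeb1, a repressor of Cdh1, was left out by the filter and was at 13.0 ± 4.69 CPM in ex vivo tumors, 361-fold its level in cells (95% counting interval 99.4 to 2987). Cdh1, which encodes E-cadherin, was at 693 ± 151 CPM in ex vivo tumors and 675 ± 65.2 in cells (log2 fold change 0.04, adjusted p = 0.928), and its sign turned when the libraries were centered on housekeeping genes. Fn1, the fibronectin gene, did not pass the test (log2 fold change -0.85, adjusted p = 0.197).

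Most genes linked to CMS1 rose as well, as did some of those linked to CMS2 and CMS3, while no MYC target did. Of 29 genes of interferon response and antigen presentation, linked to CMS1, 25 rose and none fell (27 and 0 adjusted over the list alone), with a median of 3.05 (camera, adjusted p = 3.5e-20, and adjusted p = 0.0199 with an estimated correlation). B2m, the light chain of MHC class I, rose by 3.40. Of 24 WNT target genes, linked to CMS2, 12 rose and 1 fell (13 and 1 adjusted over the list alone), with a median of 1.23 (adjusted p = 1.7e-05, but adjusted p = 0.149 with an estimated correlation). Notum, which encodes a secreted WNT inhibitor, rose by 9.61 to 233 ± 71.4 CPM, and Lgr5, a marker of intestinal stem cells, by 5.49. The fall was that of Ccnd1, the cyclin D1 gene (-0.99), which was lost without ex vivo 2 (adjusted p = 0.0558). Of 38 epithelial genes, 10 rose and 1 fell (11 and 2 adjusted over the list alone), with a median of 0.27 (adjusted p = 0.128). Cdh17, the intestinal cadherin, rose by 2.39 and Vil1, which encodes the microvillus protein villin, by 2.67, and the fall was that of Areg, the gene of a growth factor. The rises numbered 5 without cells p8 and 6 without cells p5 and the falls 0 without cells p5, p8 or p11 or ex vivo 3. Of 20 metabolic and secretory genes, linked to CMS3, 8 rose and none fell (11 and 0 adjusted over the list alone), with a median of 1.04 (adjusted p = 8.7e-04, but adjusted p = 0.149 with an estimated correlation). With quantile normalization, 6 rose and 2 fell, with a median of 0.30. Of the 8 rises with TMM, the goblet cell genes Agr2 and Muc2 rose by 8.07 and 6.21, the latter 5.20 without ex vivo 2. Of 36 MYC targets, 1 (Utp20, a gene of ribosome assembly) fell and none rose (0 and 0 adjusted over the list alone), the falls numbering 0 without cells p5 or p8 or ex vivo 1, 2 or 3, with 0 rises and 6 falls at an unadjusted p under 0.05, and 0 and 4 by DESeq2. Their median was -0.33 (adjusted p = 0.0113, but adjusted p = 0.721 with an estimated correlation), and camera gave adjusted p = 0.107 without cells p8 and 0.0761 without ex vivo 3.

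Over all genes tested, 1650 rose and 904 fell, 2554 in total and 1617 without cells p8. The falls numbered 470 without cells p5, 463 without cells p8, 530 without ex vivo 1 and 542 without ex vivo 2. With quantile normalization, 1314 rose and 2794 fell. In 5465 genes (41.0%) the ex vivo and cell libraries did not overlap, where chance gives 10%.

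**Figure D2:**
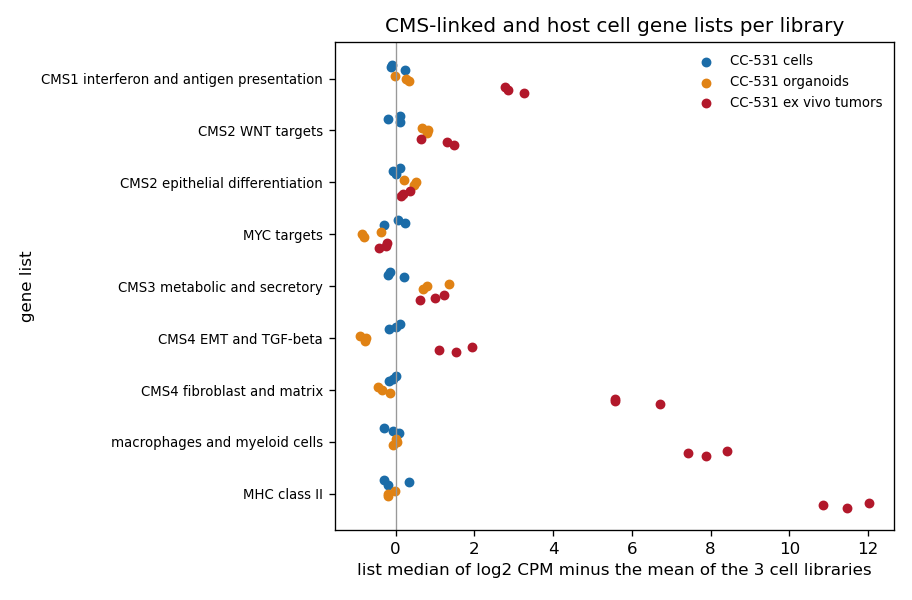
Median of each gene list in each library, as log2 CPM minus the mean of the 3 cell libraries, with 1 point per library. The fibroblast and matrix list lies between 5.56 and 6.72 in the ex vivo tumors and between -0.44 and -0.15 in the organoids.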

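Markers of immune, vascular and blood cells stood in the ex vivo tumors beside the higher matrix, EMT and interferon genes. Of 14 tested macrophage and myeloid genes, 13 rose against cells and none fell (13 and 0 adjusted over the list alone), with a median log2 fold change of 8.27, 9.60 without cells p11 (camera, adjusted p = 6.6e-21, and adjusted p = 0.0199 with an estimated correlation). C1qa, which encodes a complement C1q chain made by macrophages, had no count in cells and was at least 5537-fold higher. Lyz2, a lysozyme gene of myeloid cells whose reads a near-identical copy can share, was at 2361 ± 411 CPM in ex vivo tumors (SD, n = 3), 0.197 ± 0.100 in cells (n = 3) and 0.735 ± 0.186 in organoids (n = 3). All 7 tested MHC class II genes rose (7 adjusted over the list alone, median 12.72, camera adjusted p = 1.8e-13, and adjusted p = 0.0199 with an estimated correlation). Cd74, the invariant chain, was at 2363 ± 563 CPM against 0.352 ± 0.120 in cells. All 3 tested T and NK cell genes rose (3 adjusted over the list alone), among them Lck, a kinase of the T cell receptor, by 4.55, which was 3.62 without ex vivo 1. Of 5 B and plasma cell genes, 4 rose (4 adjusted over the list alone, camera adjusted p = 0.00281, but adjusted p = 0.343 with an estimated correlation), and Jchain, which joins secreted immunoglobulins, rose by 7.63, 6.00 without ex vivo 1.

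Of 12 endothelial genes, 8 rose and none fell (8 and 0 adjusted over the list alone), with a median of 4.68 (camera, adjusted p = 4.1e-06, but adjusted p = 0.0690 with an estimated correlation). Pecam1, an adhesion molecule between endothelial cells, rose by 9.30, whereas Flt1, a VEGF receptor that cells and organoids also express, had a log2 fold change of 0.30 (adjusted p = 0.509). Of 8 pericyte and smooth muscle genes, 6 rose and 1 fell (6 and 1 adjusted over the list alone), with adjusted p = 8.7e-04 from camera and adjusted p = 0.201 with an estimated correlation. Des, which encodes the muscle filament protein desmin, rose by 5.27, and Synm, another filament gene, fell by 1.25. With quantile normalization the medians of the macrophage, MHC class II and endothelial genes were 7.45, 11.95 and 3.91. Of 13 complement genes, 10 rose and none fell (10 and 0 adjusted over the list alone), with a median of 2.97 (adjusted p = 1.1e-08, but adjusted p = 0.0689 with an estimated correlation). C1s, a protease of the classical pathway, rose by 11.41, and C4a, which can share reads with the similar C4b, by 6.61. The filter left out all 7 erythrocyte markers, whose summed CPM was 618 ± 583 in ex vivo tumors, 0.565 ± 0.297 in cells and 0.597 ± 0.0340 in organoids. Summed over all list members in the table, macrophage markers were at 4991 ± 446 CPM in ex vivo tumors, 47.0 ± 11.7 in cells and 46.3 ± 24.3 in organoids, and fibroblast and matrix genes at 11129.9 ± 3765, 447 ± 43.7 and 218 ± 50.2 CPM.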

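In organoids, a minority of the EMT genes fell and a minority of the epithelial genes rose against the cells. Fn1 fell by 4.51 on the log2 scale, from 4173 ± 2166 CPM in cells (SD, n = 3) to 183 ± 69.2 in organoids (SD, n = 3; SE of the log2 fold change 0.50, adjusted p = 5.9e-04 from edgeR), Axl by 2.33 and Cald1, a regulator of actin filaments, by 2.41. Cdh17 rose by 3.14 and Lgals4, a galectin of the intestinal epithelium, by 2.43. Of 39 EMT and TGF-beta genes, 12 fell and none rose (17 and 1 adjusted over the list alone), with a median of -0.95 (camera, adjusted p = 4.5e-07, but adjusted p = 0.201 with an estimated correlation), the rises numbering 2 without organoids p7. The fall of Vim (-1.37) was lost on leaving out 1 of 4 libraries (adjusted p = 0.131 without cells p5, 0.140 without cells p8, 0.0731 without organoids p8 and 0.0543 without organoids p9), and Cdh1 was not called (log2 fold change 0.32, adjusted p = 0.383). Of 22 fibroblast and matrix genes, 5 fell and 1 rose (9 and 3 adjusted over the list alone), with a median of -0.76 (adjusted p = 0.0138, but adjusted p = 0.415 with an estimated correlation). Their falls numbered 8 without organoids p7 and their rises 2 without cells p11 or organoids p8 or p9. With edgeR's filterByExpr filter, chosen after seeing the data, 5 of 41 fell and 1 rose, with a median of -0.08 (camera, adjusted p = 0.0771). Col3a1, a fibrillar collagen, fell by 3.64 and Col6a3, a chain of type VI collagen and the rise among them, rose by 3.27, while Col1a1 had a log2 fold change of 0.54 (adjusted p = 0.555).

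Of 38 epithelial genes, 10 rose and 1 fell (11 and 2 adjusted over the list alone), with a median of 0.56 (camera, adjusted p = 4.2e-04, but adjusted p = 0.149 with an estimated correlation), the fall being that of the keratin gene Krt7. Their rises numbered 6 without cells p8 or organoids p8 and their falls 0 without cells p5 or p8 or organoids p9. Of 24 WNT targets, 7 rose and none fell (9 and 0 adjusted over the list alone), with a median of 0.61 (adjusted p = 7.7e-04, but adjusted p = 0.217 with an estimated correlation). The rises numbered 2 without cells p8, 3 without cells p5, 4 without organoids p9 and 11 without organoids p7, and the falls 2 without organoids p7. Notum rose by 4.53, 3.32 without organoids p7. Of 20 metabolic and secretory genes, 8 rose and none fell (10 and 1 adjusted over the list alone, median 0.68, camera adjusted p = 3.3e-05, but adjusted p = 0.0817 with an estimated correlation), the rises numbering 5 without cells p5 or p8 or organoids p8 or p9. Of 36 MYC targets, 5 fell and none rose (11 and 0 adjusted over the list alone, median -0.65, adjusted p = 2.0e-09, but adjusted p = 0.343 with an estimated correlation). The falls numbered 0 without cells p8 or organoids p8 or p9, 1 without cells p5, 11 without cells p11 and 22 without organoids p7, and the rises 1 without organoids p7. Npm1, the gene of a nucleolar protein and the most abundant of this list, had a log2 fold change of -0.64 (adjusted p = 0.125). Of 29 interferon and antigen presentation genes, 3 rose and 2 fell (4 and 3 adjusted over the list alone, median 0.26, adjusted p = 0.710), the rises numbering 1 without cells p5 or p8 or organoids p8 or p9, 5 without cells p11 and 6 without organoids p7 and the falls 1 without cells p5 or p8 or organoids p9. Mx2, an interferon-induced GTPase, rose by 2.16 and Psmb8, a subunit of the immunoproteasome, fell by 2.78. Of 14 macrophage genes, 1 rose (Lyz2) and 1 fell (Adgre1), both at low levels (3 and 1 adjusted over the list alone, median 0.00, whose sign depended on the scaling, adjusted p = 0.848), the rises numbering 0 without cells p5 or p8 or organoids p8, 2 without cells p11 and 3 without organoids p7 and the falls 0 without cells p5 or p8 or organoids p9. Of 12 endothelial genes, 1 rose (Aplnr) and 1 fell (Tek) (1 and 2 adjusted over the list alone, median 0.22, camera direction down, adjusted p = 0.589), the rises numbering 0 without cells p5 or p8 or organoids p8 and 2 without organoids p7 and the falls 0 without cells p5, p8 or p11 or organoids p8 or p9 and 2 without organoids p7.

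Over all genes tested, 859 rose and 572 fell, and the total was 527 without cells p8, 570 without cells p5, 691 without organoids p9, 699 without organoids p8 and 3411 without organoids p7. In 4234 genes (31.8%) the organoid and cell libraries did not overlap, where chance gives 10%. None of the lists called between organoids and cells held with an estimated correlation, while fry called 6. Between ex vivo tumors and cells, 4 lists held: interferon and antigen presentation, fibroblast and matrix, macrophage and MHC class II genes.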

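Within each library, genes linked to CMS2 stood highest, and genes linked to CMS4 came close to them in the ex vivo tumors. Those tumors also held markers of immune, vascular and blood cells, so their percentiles need not be those of the tumor cells alone. The median CMS4 gene, from collagens to Vim and Axl, lay at percentile 90.5 ± 1.80 of all genes in the ex vivo tumors (SD, n = 3), 63.3 ± 1.54 in cells (n = 3) and 59.7 ± 0.443 in organoids (n = 3). The median CMS2 gene (WNT targets, epithelial genes such as Cdh1 and Krt8, and MYC targets such as Npm1) lay at 93.6 ± 0.353, 91.8 ± 0.966 and 92.1 ± 1.12. For the interferon and antigen presentation genes of CMS1 these values were 80.2 ± 0.0833, 67.4 ± 0.253 and 68.0 ± 1.79, and for the secretory and metabolic genes of CMS3 63.4 ± 0.789, 56.7 ± 2.53 and 64.2 ± 2.15. CMS2 genes were the highest in each of the 9 libraries, and the CMS4 median minus that of CMS2 was -3.52, -4.99 and -0.772 percentiles in ex vivo tumors 1 to 3, a mean of -3.10. In cells the mean difference was -28.6 and in organoids -32.4. The ex vivo value turned to 0.441 when percentiles were taken only among the genes that pass the filter, a setting chosen after seeing the data. Within CMS4, the EMT and TGF-beta genes alone lay at 72.5 in cells and the fibroblast and matrix genes at 50.8. Within CMS2, the WNT targets alone lay at 71.7 in cells and 83.0 in ex vivo tumors, the epithelial genes at 90.0 and 93.9 and the MYC targets at 96.8 and 96.0. The epithelial list was counted under CMS2 alone, although human CMS3 tumors express its genes as well. The order of the subtypes therefore depends on which lists stand for each. The fibroblast and matrix list was chosen from genes of tumor stroma, which a culture need not hold. No sample of known subtype was ranked alongside, so this order assigns no subtype to CC-531. These percentiles rank genes within a library and are not the correlations with human cell line signatures that Figure 4D shows. From those correlations, of which that with CMS4 was the highest in every sample type, the paper concludes that the CC-531 samples have a CMS4-like subtype, and it reasons from this that its results are relevant in the clinical setting.

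**Figure D3:**
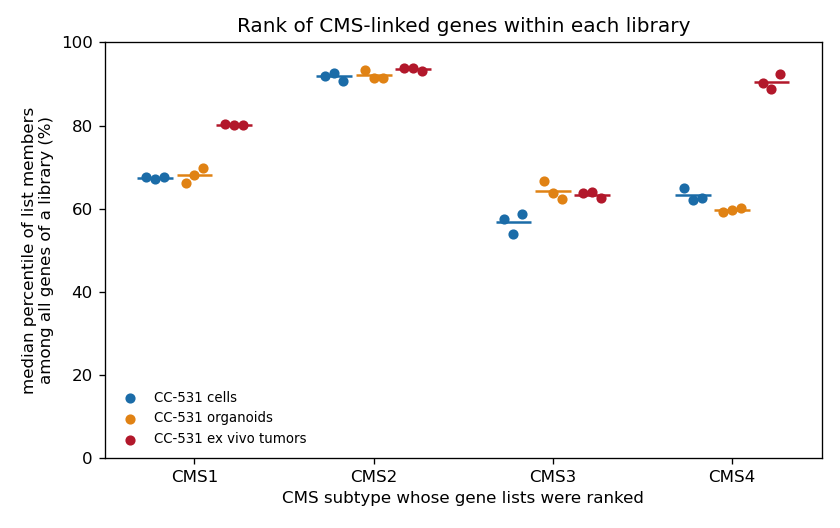
Median percentile of the genes linked to each CMS subtype among all genes of a library, with 1 point per library and bars for the mean of 3 libraries. The CMS4 genes lie at 88.8 to 92.4 in the ex vivo tumors and at 59.3 to 65.0 in the cultures. The ex vivo tumors also held markers of immune, vascular and blood cells.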

**Figure 4:**
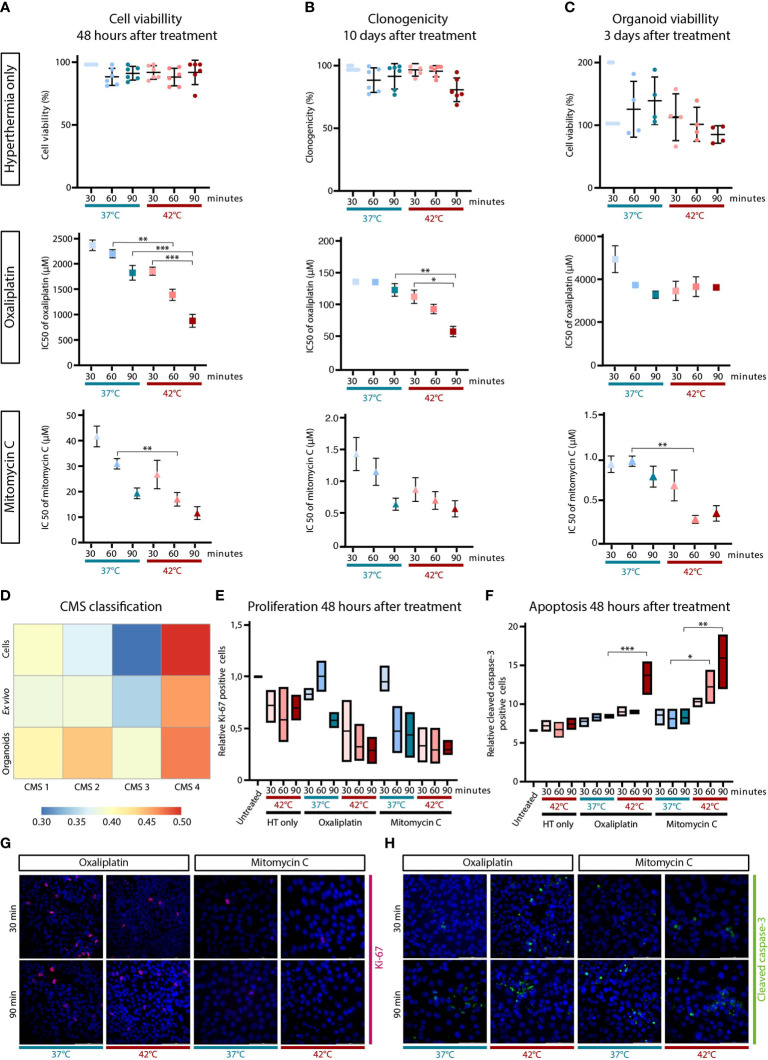
Hyperthermia reduces cell viability and clonogenicity, and increases apoptosis in oxaliplatin or mitomycin-C (MMC) treated CC-531 cells. CC-531 cells were exposed to oxaliplatin or MMC under normal (37°C) and hyperthermic (42°C) conditions for 30, 60 or 90 minutes. The effect of hyperthermia only, oxaliplatin and MMC was assessed using cell viability **(A)**, clonogenic **(B)** and organoid viability **(C)** assays performed 48 h, 10 days and 72 h after treatment, respectively. Data represent the means ± SD of 3 independent experiments. RNA sequencing was performed on the CC-531 cells to define the CMS subtype **(D)**. Proliferation **(E)** and apoptosis **(F)** levels were studied using immunohistochemistry, which was performed 48 h after treatment. Min/max ± means of 3 independent experiments are presented. Representative pictures are depicted with in pink Ki-67 **(G)** and in green cleaved caspase-3 **(H)** positive cells. Significant p-values are reported as * <0.05, **<0.01 and ***<0.001.

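In the cells alone, the median epithelial gene stood higher among all genes (percentile 90.0 ± 1.45, SD, n = 3) than the median EMT gene (72.5 ± 0.554), and single genes of both lists were abundant. Krt8, a keratin of simple epithelia, was at 1042 ± 19.3 CPM (SD, n = 3). Msn, which links actin to the cell membrane, was at 839 ± 7.82. Fn1 differed between the cell libraries, with 5982 CPM in p5, 4763 in p8 and 1774 in p11. Vim was at 261 ± 77.7 CPM, Cd44, a surface receptor for hyaluronan and a WNT target, at 1022 ± 154 and Npm1 at 2461 ± 388. Summed over all members in the table, the EMT and TGF-beta genes reached 8738 ± 2823 CPM in cells, of which Fn1 made up 4173 ± 2166, the epithelial genes 7498 ± 396, the MYC targets 14433 ± 2519 and the WNT targets 3143 ± 352. The metabolic and secretory genes summed to 671 ± 53.0 CPM, the interferon and antigen presentation genes to 422 ± 30.7. Col1a2 and Fstl1, both expressed by fibroblasts, were at 0.145 ± 0.164 and 0.0556 ± 0.0963 CPM, the latter near the limit that a count of 0 allows.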

The effect of temperature and duration on the effectiveness of HIPEC was evaluated in CC-531 cells treated with a range of various concentrations oxaliplatin or MMC with or without hyperthermia with a duration of 30, 60 or 90 minutes. Hyperthermia only resulted in a minimal viability decrease 48 hours after treatment, but IC50 values of both oxaliplatin and MMC treatment decreased when treated at 42°C (**Figure 4A**). Also extending the treatment duration resulted in lower IC50 values. The long-term effect was assessed by performing clonogenic assay 10 days after treatment. Similar results were obtained with a minimal decrease after hyperthermia only, except for 90 minutes at 42°C after which only 84% of the cells survived (**Figure 4B**). For both drugs the IC50 values are decreasing when treated at a higher temperature and/or longer duration.

Subsequently to 2D cell cultures, CC-531 cells were cultured in matrigel in order to develop organoids and to evaluate the effect on 3D cell culture. The organoid viability 3 days after treatment are presented in **Figure 4C**. Results obtained for MMC in the CC-531 organoids are similar, but the oxaliplatin concentration needed to achieve the IC50 is much higher compared to concentrations in the 2D results.

Proliferation and apoptosis was assessed performing IHC for Ki-67 and cleaved caspase-3, respectively. The proliferation decreased after treatment whereas apoptosis was increased, showing a prominent temperature and duration dependent effect (**Figures 4E-H**).

Overall, all these *in vitro* results show a temperature- and duration- dependent efficacy for both oxaliplatin and MMC.

### 3.2 A stable body weight and stable temperature distributions were achieved using the semi-open four-inflow HIPEC setup

After tumor outgrowth throughout the peritoneum was confirmed using ultrasound, the HIPEC treatment was applied. On the day of treatment, the overall average body weight was 148.6 gram with a range of 119.4-192.7 gram. The relative body weight was slightly decreased, but stable after treatment and between the different treatment groups the body weight was not significantly different (**Figures 2G, H**).

The inflow temperature for the 38°C group was 37.6°C (SD=0.26) and for the 42°C group 41.7°C (SD=0.37). Only small temperature differences were observed between treatment groups with the same inflow temperature but with different durations (**Supplementary Figure 1**). The average achieved temperatures in the peritoneum ranged from 36.95-37.63°C and 40.51-41.37°C in the 38°C and 42°C group, respectively.

Overall the rectal temperature was higher than in the esophagus, which was expected since the rectum is close to the heated region, but not exceeded the limit temperature of 38°C (**Supplementary Figure 1**).

During the follow-up of two days, the average relative body weight was decreased in all treatment groups both 24 and 48 hours after HIPEC, but less than 10% weight loss (**Figures 2G, H**). The largest decrease in body weight for the oxaliplatin-based HIPECs was measured in the 90 min 42°C treatment group 48 hours after treatment (95.53%; with a range of 90.18-100.95%). For the MMC-based HIPEC the smallest difference in body weight was observed in the 60 min 42°C treatment group (94.04%; with a range of 90.78-96.76%).

By using the semi-open four-inflow HIPEC setup in rats, a stable temperatures distribution can be achieved, with minimal signs of discomfort during follow-up, even using elevated temperatures.

### 3.3 Extent of disease was not affected shortly after HIPEC treatment

The average overall extent of disease was similar in both the oxaliplatin and MMC treatment groups, 13 in a range of 8-22 and 13.4 in a range of 7-21, respectively. PCI scores between different treatment groups using the same drug did not show any significant difference (**Figures 3C, D**).

Regions 2, 0, 4, 6 and 8 were the most common sites for tumor lesions formation (**Figure 3B**). The vast majority of the tumor lesions were observed in the cranial part of the abdomen, mainly at the liver hilum, lesser gastric curvature, perisplenic, and on the omentum. In **Figure 3E** pictures of the abdomen are presented with the corresponding PCI score. In the upper panel, specifically the tumor lesions on the omentum (region 0) are shown, where often a large number of very small (1–4 mm) tumor lesions were found. Tumor lesions at other sites than the omentum are presented in the lower panel. Tumor lesions in region 2, at the liver hilum and gastric curvature, were measured in a size ranging from 3-6 mm. Tumor lesions with a slightly larger size (4–8 mm) occurred in region 4, 6 and 8, in the intestine region and close to the kidneys. Overall, the extent of disease was not affected when measured shortly after HIPEC treatment.

### 3.4 Increased oxaliplatin uptake after a 90-minute HIPEC at 42°C

Overall, higher platinum levels were observed in samples collected directly (0h) after HIPEC, compared 48 hours after treatment (**Figures 5A-C**). The highest uptake was measured in the tumor lesions of rats treated for 90 minutes with an inflow temperature of 42°C. In this group, the platinum levels at 0h were 2.0, 1.7 and 1.7 ηg/mg, and decreased to 1.2, 0.5 and 0.4 ηg/mg when collected 48h after treatment, in region 0, 2 and 4/6/8, respectively.

**Figure 5:**
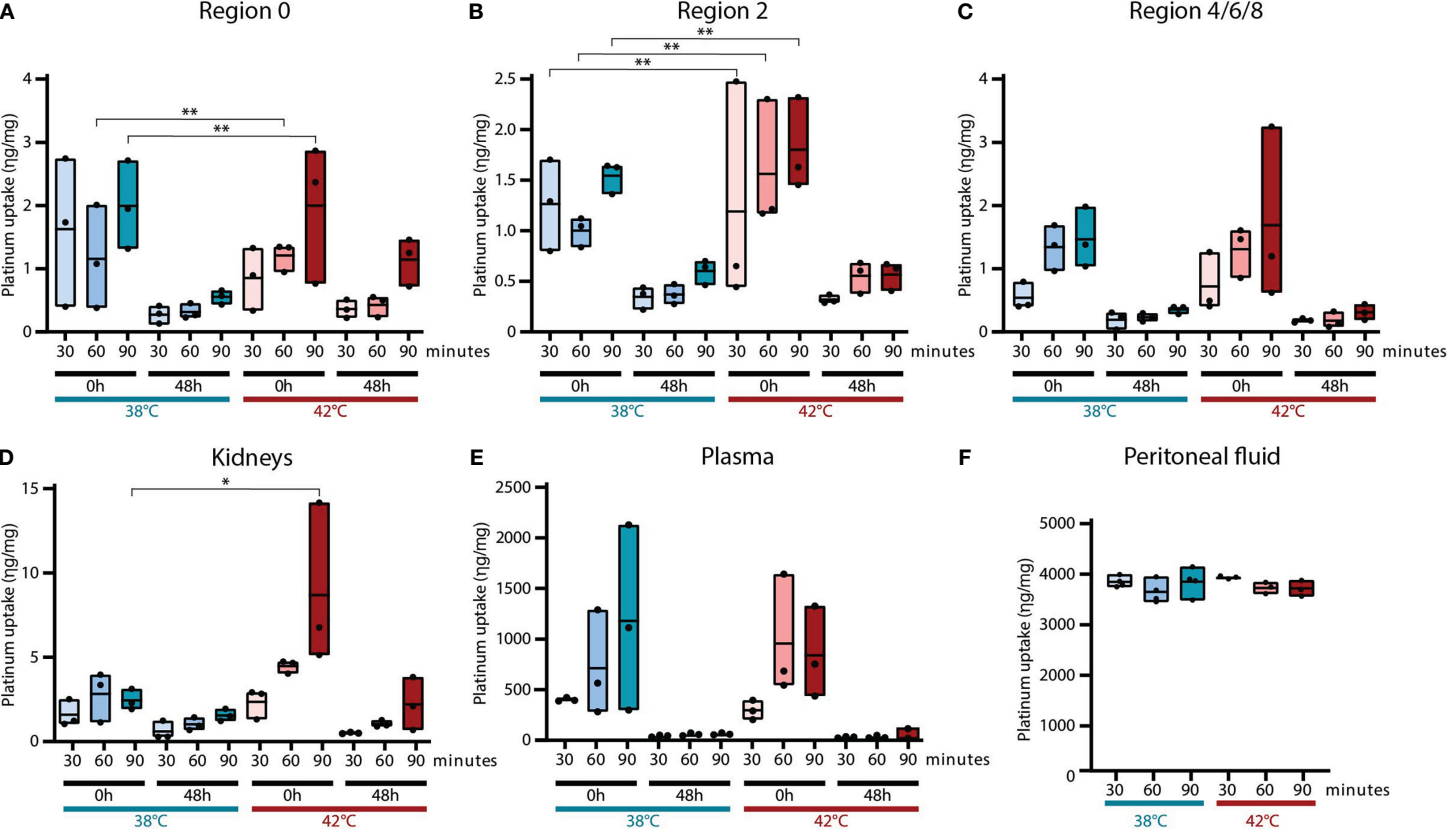
Platinum uptake in tumors and normal tissue. The platinum uptake was measured using ICP-MS in tumor lesions, kidneys and plasma collected 0 hours and 48 hours after HIPEC treatment. Tumor samples were collected from three different regions: 0 **(A)**, 2 **(B)** and 4/6/8 **(C)**. To define the normal tissue toxicity, platinum levels were also measured in the kidneys **(D)** and plasma **(E)**. Platinum levels in peritoneal fluid collected at the end of each HIPEC procedure was also analyzed **(F)**. Values of 3 samples are presented with the min/max ± mean. Significant p-values are reported as * <0.05 and **<0.01.

Pilot measurements showed only an increased uptake of platinum in the kidneys and not in the liver, stomach, spleen and bowel. In rats treated for 90 minutes in combination with an elevated inflow temperature, a significantly higher platinum uptake was measured in kidneys collected 0h after treatment (**Figure 5D**).

The high platinum levels in the plasma samples taken directly after treatment are decreased to the minimum 48 hours after HIPEC treatment (**Figure 5E**). Mainly a longer duration resulted in more platinum uptake.

Equal platinum levels were observed in peritoneal fluid collected at the end of different HIPEC procedures (**Figure 5F**). This confirms that the concentration of oxaliplatin did not differ throughout the different oxaliplatin treatment groups.

An increased inflow temperature and a long duration during oxaliplatin-based HIPEC, result in a higher platinum concentrations in tumor nodules present in the peritoneum, but also in the kidneys and blood.

### 3.5 Elevated temperatures and longer treatment durations during oxaliplatin-based HIPECs result in more apoptosis and less proliferation

Apoptotic levels are slightly increased directly after oxaliplatin-based HIPEC treatment, but 48 hours after treatment, an increase in apoptosis levels were observed (**Figures 6A-C**). Apoptotic levels were increased when oxaliplatin was applied with an inflow temperate of 42°C instead of 38°C in all tumor samples two days after treatment (38°C *vs*. 42°C/90-min; 7.14% *vs* 12.6%). Significantly more apoptosis was observed in all regions after oxaliplatin was applied at 42°C for 90 minutes compared to untreated tumors. Also a longer duration affects the treatment result as reflected by overall more apoptosis, in particular in samples collected 48 hours after treatment when treated at 42°C (30-min *vs*. 90-min/42°C; 6.44% *vs*. 16.6%).

**Figure 6:**
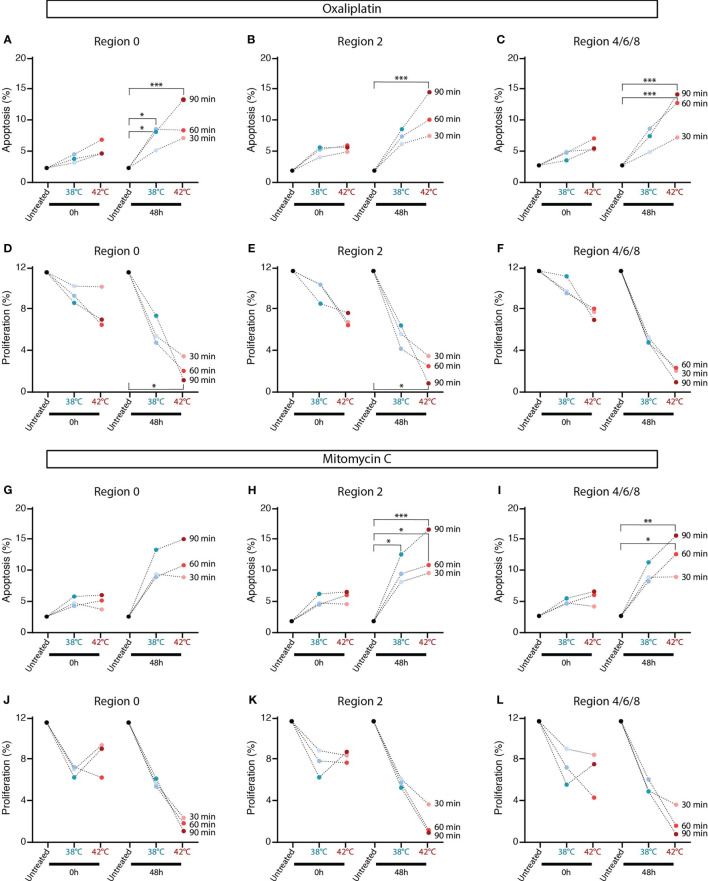
In oxaliplatin and mitomycin-C (MMC) HIPEC treated rats increased tumor cell apoptosis and reduced proliferation was observed. Percentages apoptosis in tumor lesions collected 0 hours or 48 hours after oxaliplatin- **(A-C)** and MMC-based **(G-I)** HIPEC treatment were analyzed using immunohistochemistry staining for cleaved caspase-3. Percentages proliferation in tumor lesions collected 0 hours or 48 hours after oxaliplatin- **(D-F)** and MMC-based **(J-L)** HIPEC treatment were analyzed using immunohistochemistry staining for Ki-67. Means of 4-5 animals are presented. The dotted line connect means with the same treatment duration. Significant p-values are reported as * <0.05, **<0.01 and ***<0.001.

Oxaliplatin-based HIPECs at 42°C resulted directly in less proliferation, but proliferation was mainly decreased in tumors collected 48 hours after treatment (**Figures 6D-F**). Significantly less proliferation was observed after oxaliplatin was applied at 42°C for 90 minutes compared to untreated tumors. Overall, the lowest proliferation levels after a 90-minute HIPEC at 42°C (38°C *vs*. 42°C/90-min; 6.73% *vs*. 1.9%). Overall, a longer duration resulted in less proliferation, but particularly when treated at 42°C (30-min *vs*. 90-min/42°C; 6.7% *vs*. 1.9%).

An overview of representative IHC stainings for cleaved caspase-3 and Ki-67 on tumor lesions are presented in **Supplementary Figure 2** for treated and **Supplementary Figure 3** for untreated samples. Both a higher treatment temperature and a longer treatment duration positively affects the HIPEC treatment outcome with more apoptosis and less proliferation in tumor lesions present throughout the peritoneum of rats.

### 3.6 MMC-based HIPEC is more effective when applied at higher temperatures and longer durations

Similar results were obtained in tumor samples collected after MMC-based HIPEC treatments. Directly after treatment, the apoptotic levels were minimally increased, while samples collected 48 hours later show increased apoptosis, especially when treated at 42°C for 90 minutes (**Figures 6G-I**). Elevated temperatures increase the apoptosis levels 48 hours after treatment (38°C *vs*. 42°C/90-min; 11.23% *vs*. 15.3%). A longer treatment duration resulted in elevated apoptotic levels, in particular in samples collected 48 hours after treatment and treated at 42°C (30-min *vs*. 90-min/42°C; 8.19% *vs*. 14.32%).

MMC-based HIPECs resulted directly in lower proliferation levels, but more effect was observed in the samples collected 48 hours after treatment (**Figures 6J-L**). The proliferation levels decreased more when HIPEC was applied at 42°C (38°C *vs*. 42°C/90-min; 6.1% *vs*. 2.0%). Mainly in the 48 hours collected samples treated at 42°C, a longer duration resulted in less proliferation (30-min *vs*. 90-min/42°C; 4.02% *vs*. 1.9%).

Overall, more apoptosis and less proliferation was observed in tumor lesions collected from rats receiving HIPEC at a higher treatment temperature and longer treatment duration.

### 3.7 Normal tissue toxicity

Normal tissue toxicity in rats after HIPEC was assessed in the liver, stomach, spleen, kidneys and bowel. Organs were collected two days after treatment and stained for apoptosis and proliferation. Representative pictures of the liver, stomach, spleen, kidneys and bowel stained for cleaved capase-3 and Ki-67 after HIPEC treatment are presented in **Supplementary Figure 4**. Representative pictures of untreated tissue is presented in **Supplementary Figure 3**. Overall, the number of cells in apoptosis and proliferation were similar throughout the different treatment regimens for both oxaliplatin- and MMC-based HIPECs and compared to untreated samples.

## 4 Discussion

The role of HIPEC for PMCRC is currently under debate since no survival benefit was shown in the PRODIGE-7 trial that randomized between CRS alone and CRS with the short oxaliplatin-based HIPEC schedule in PMCRC patients who were pre-treated with systemic chemotherapy (19). The HIPEC procedure was applied using high-dose oxaliplatin with a short duration of 30 minutes at a temperature of 43°C in an open or closed delivery technique. In the CRS with HIPEC group, no survival benefit and increased morbidity was shown compared to CRS alone. An issue with the PRODIGE-7 protocol is that patients also received systemic oxaliplatin prior to CRS, possibly rendering them less sensitive to oxaliplatin during HIPEC. This HIPEC schedule was also used in a prophylactic setting in the randomized COLOPEC and PROPHYLOCHIP trials, which were both negative as well (17, 18). Some argue that the results of the COLOPEC trial should not be analyzed using Intention to Treat analysis, since only 87 out of 100 patients received the adjuvant HIPEC treatment in the experimental arm with 9 patients ineligible as they were found to have an established metastasis at the start of the intended HIPEC procedure (38). Performing a Per Protocol analysis comparing the 87 patients receiving adjuvant HIPEC to the 102 patients receiving no HIPEC in the control arm does show a significant protective role of HIPEC against PM recurrence. Some conclude from these results that HIPEC does not improve the outcome of CRS for PMCRC patients (39). This conclusion may be premature, as the negative treatment outcome in the HIPEC group can be due to a suboptimal choice of chemotherapy, carrier solution, treatment duration and temperature. It can be argued that the short duration of a 30-minute HIPEC treatment was insufficient, since the treatment duration in most positive trials is 90 minutes (40). HIPEC duration in the protocols of past and ongoing MMC-based HIPEC trials for PMCRC patients is 60 or 90 minutes (9, 41).

In *in vitro* experiments the temperature- and duration- dependent efficacy for both oxaliplatin and MMC indicated that both a higher temperature and a longer treatment duration positively influence the efficacy of both chemotherapeutic agents in the CMS4-like CC-531 CRC cells and organoids. These data were confirmed in a representative preclinical *in vivo* model to make the translation step to the clinic. Our in house developed semi-open four-inflow HIPEC setup resulted in a stable and equal temperature distribution throughout the peritoneum. Overall, rats showed no signs of discomfort after treatment and the endpoint after HIPEC was easily reached. Only a small decrease in minimal body weight (<10%) was observed, and normal tissue toxicity was not seen.

A small amount of rats (6%) were sacrificed before reaching the endpoint because of signs of discomfort. Most of those animals were included in the first treatment batches of this study, in which the researchers were still gaining experience in performing the HIPEC procedure. From this, we concluded that gaining experience on the application of HIPEC in rats was important, in particular to carry out the procedure efficiently and to learn to control the body temperatures. After this learning curve it is feasible to apply HIPEC in rats with a stable temperature throughout the whole peritoneum, without discomfort for the animals during follow-up, even when using elevated temperatures during HIPEC.

After performing the HIPEC treatment in the rats, apoptosis and proliferation levels were assessed in tumor lesions, healthy tissue and blood. Mainly tumor lesions collected 48 hours after treatment showed that elevated temperatures and a longer treatment duration resulted in increased apoptosis levels and decreased proliferation rate. As expected, the collected samples immediately after treatment showed minimal effect. Tumors were collected from different peritoneal regions, but these did not show differences, confirming a stable and homogeneous drug and temperature distribution during HIPEC.

To achieve optimal treatment conditions, it is important to achieve a stable temperature and drug distribution to ensure an homogenous heat and drug exposure throughout the entire peritoneal cavity. The number and position of the in- and outflow catheters play an important role in the application of HIPEC. Numerical modelling based on computational fluid dynamic software showed that increasing the distance between the in- and outflow, using more inflows and increasing the flow rate resulted in better peritoneal fluid distributions (42, 43). These findings were confirmed by Loke et al. using four inflow catheters instead of one to perform HIPEC in rats, resulting in a more stable and more homogeneous thermal distributions (35).

The drug uptake was only assessed on oxaliplatin treated samples. Also in these samples, the application of a higher temperature and a longer duration during HIPEC positively affected the results. Higher platinum levels were not only measured in the tumor nodules, but also in the kidneys and blood. These levels were decreased within the follow-up of two days. Unfortunately, it was not possible to measure the uptake of MMC since there is no validated protocol. The uptake of platinum-based drugs is relatively easy to measure, because the active platinum component of these pharmaceuticals is not influenced by the tissue digestion protocol, which is necessary to carry out a quantitative ICP-MS determination. The active component of MMC is less evident to quantitatively extract from the tissue samples, which makes the liquid chromatography-mass spectrometry (LC-MS) based measurements and uptake data less reliable.

Although current results focus on short-term effects, our study does contribute new insights towards improving clinical application of HIPEC. The treatment parameters treatment duration and temperature of the perfusate have a strong effect on the effectiveness of both oxaliplatin- and MMC-based HIPEC treatments in a relevant rat model. Our data suggest that a treatment duration of 60 or 90 minutes with a high inflow temperature (42°C) is crucial for a successful treatment outcome for both MMC- and oxaliplatin-based HIPEC treatment protocols. Some clinical trials applying oxaliplatin-based HIPEC in PMCRC patients showed no prolonged survival using a 30 minutes treatment duration at a temperature of 43°C (17–19). A longer treatment duration of 60 and 90 minutes, resulted in our rats in more platinum uptake, less proliferation and higher levels of apoptosis, showing a strong duration-dependent efficacy. It is important to consider a 60 or even a 90-minute treatment duration for oxaliplatin-based HIPEC treatment protocols, instead of 30 minutes, in PMCRC patients to achieve a prolonged survival.

Hyperthermia has an effect on both the tumor and microenvironment (44) with biological effects such as an increased blood flow, inhibiting the DNA repair pathways, increase of heat-shock proteins, cell membrane permeability and activating the immune system resulting in more drug uptake (45–48). The effectiveness of hyperthermia has strong dose-effect relationship with temperature and duration. Prolonging a 30-minute chemotherapy exposure at 42°C to 60 minutes, improves the treatment effectiveness of oxaliplatin in a preclinical micrometastasis model and the cisplatin growth-inhibitory effect in gastric cancer cells, showing a temperature-dependent effectiveness (24, 49). *In vitro* studies show a strong temperature-dependent effectiveness, based on increased drug uptake, DNA damage and apoptosis at elevated temperatures (>41°C) alone or in combination with chemotherapeutic drugs (21, 50).

To follow up on the current study, it is important to assess also the long-term clinical effect of the different HIPEC treatment parameters. Although higher apoptosis and lower proliferation levels were quantified after HIPEC treatment in rats, the extent of disease was not affected within the relatively short follow-up after treatments. To evaluate the long-term effect on the tumor lesion outgrowth, it is necessary to extend the follow-up time after treatment with a couple of weeks, and to add CRS before HIPEC as well for removing too large tumor lesions. When assessing the long-term effect of elevated temperatures and longer treatment durations on the tumor outgrowth, it would also be relevant to explore the possible effect of HIPEC on the immune response. One of the effects of hyperthermia is the activation of an immune response by stimulating CD8+ effector T-lymphocytes, macrophages, dendritic cells, B-cells and natural killer cells (44, 51–54).

In conclusion, the efficacy of oxaliplatin and MMC during HIPEC in *in vitro* and *in vivo* PMCRC models is dependent on the temperature of the perfusate and the treatment duration. HIPEC applied with an elevated temperature of 41-42°C and a treatment duration of 90 minutes improves drug uptake, induces apoptosis and decreases proliferation in tumor of a PMCRC rat model in comparison to lower temperatures and shorter duration of exposure, without enhanced normal tissue toxicity.

## Data availability statement

The Illumina Sequencing data belonging to the manuscript are submitted and published now at: GSE226558 - GEO Accession viewer (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226558).

## Ethics statement

All experiments were approved by the Dutch Central Committee of Animal Experiments, with approval code AVD1180020174184, received on 14 February 2019, and carried out in accordance with the Dutch Animal Welfare Act 1997.

## Author contributions

Conceptualization: RH, NF, HK, PT, JC and AO. Formal analysis: RH, BB, AT, DL and AO. Investigation: RH, BB, GB, HR, ET, WM and AT. Data curation: RH and AO. Writing—original draft preparation: RH. Writing—review and editing: RH, BB, GB, HR, ET, WM, AT, DL, NF, HK, PT, JC and AO. Visualization: RH, JC and AO. Supervision: NF, HK, PT, JC and AO. Project administration: JC. Funding acquisition: NF, HK, JC, PT and AO. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

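RNA of the CC-531 line, as cells in culture, as organoids and as tumors from the peritoneal cavity of rats, was measured by mRNA sequencing in 9 libraries, 3 per sample type. According to the paper and the submitters' processing notes, the authors checked the reads with FastQC 0.11.9 and MultiQC 1.9, trimmed them with Cutadapt 1.18, aligned them to mRatBN7.2 with STAR 2.7.4 and obtained counts per gene from STAR. The deposited table holds these whole-number counts, before the log2 transformation and quantile normalization that the paper describes, which were repeated here for the filter on low values and as an alternative. All columns of the table were used. The design written before the values were seen took the table to hold log2 values, to be tested with limma, and named edgeR's quasi-likelihood test for the case of raw counts, so the latter was used. Of the gene names in the table, 27244 matched a symbol of the rat RefSeq annotation of GRCr8 and 28884 a symbol or synonym. As the authors' build is another, no coordinates are given. Total counts were 16983060 to 24335921 in cells, 15968793 to 20444595 in organoids and 12601774 to 18438055 in ex vivo tumors, so the groups overlap in depth. The labels name no batch and no pairing of the libraries.

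Counts were analyzed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept where the mean over the 9 libraries of the quantile-normalized log2(count + 1) was at least 4. Libraries were scaled by TMM, dispersions were estimated with estimateDisp, and 1 mean per sample type was fitted with glmQLFit, with 6 residual degrees of freedom. Each pair of sample types was compared with a two-sided glmQLFTest at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM are TMM-scaled. Gene lists with at least 5 tested members, apart from the housekeeping genes, were compared with the other genes by camera on log2 CPM (prior count 2), with a preset correlation of 0.01 between genes and p-values adjusted over the lists and 3 comparisons together. The lists were interferon and antigen presentation (CMS1), WNT targets, epithelial differentiation and MYC targets (CMS2), metabolic and secretory genes (CMS3), EMT and TGF-beta and fibroblast and matrix genes (CMS4), endothelial cells, pericytes and smooth muscle, macrophages, T and NK cells, B and plasma cells, MHC class II, mesothelium, adipocytes, skeletal muscle, liver and pancreas, erythrocytes, complement, proliferation, hypoxia and glycolysis, cholesterol synthesis, heat shock, platinum transport and repair, mitomycin activation and crosslink repair, apoptosis, mismatch repair, Y-linked genes and housekeeping genes. The percentile of a CMS list is the median percentile of its members among all 34322 genes of a library. The epithelial list, chosen as genes that human CMS2 and CMS3 tumors express, was counted under CMS2 only.

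The genes named are the 10 largest rises and 10 largest falls of each comparison among called genes whose libraries do not overlap, leaving out names that are only identifiers, up to 2 rises and 2 falls of each list with its member of the highest mean level, Mki67, whose protein the paper stains, and Cdh1, Vim, Zeb1, Axl, Tgfb1 and Col1a1. Some genes that this rule takes are not reported here. A fold against a sample type with no count was taken against 3 counts over the group, and a ratio to a group with 1 to 3 counts is given with an exact 95% counting interval. The procedure was tested on simulated counts of 13331 genes with 200 changed. Between organoids and cells it recovered 21% of the 2-fold and 88% of the 4-fold changes, between ex vivo tumors and cells 17% and 85%, and between ex vivo tumors and organoids 15% and 87%, with 4, 5 and 6 false calls. The alternatives were a fit of the 6 libraries compared, other treatments of the spread, limma-voom with library weights, no filter and a stricter one, housekeeping, quantile and DESeq2 1.42.0 scaling, a 2-fold threshold, other set tests and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The correlation with human CMS signatures was left out because those signatures are not used here, and none of the sequenced samples is labelled as treated with oxaliplatin, mitomycin-C or heat.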

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

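The tests of explanations were chosen only after the results they bear on had been seen, whereas the comparison of ex vivo tumors with organoids was set beforehand. In that comparison, 3 lists differed that camera had called in opposite directions in ex vivo tumors and organoids against cells, with EMT and fibroblast genes higher and cholesterol genes lower in the tumors. The lists were picked for these opposite calls, from which the direction of the difference between tumors and organoids follows. That difference is therefore not a separate test of them. With an estimated correlation, the calls against cells were lost for EMT genes (adjusted p = 0.201 in organoids and 0.171 in ex vivo tumors), cholesterol genes (adjusted p = 0.415 and 0.599) and fibroblast genes in organoids (adjusted p = 0.415, and 0.0771 from camera with the filter filterByExpr), whereas the fibroblast genes of ex vivo tumors stayed at adjusted p = 0.0213. Axl rose by 6.08 on the log2 scale and Fn1 by 3.66 in ex vivo tumors against organoids (adjusted p = 3.8e-06 and 2.7e-04 from edgeR), each higher in 3 of 3 libraries. The EMT and TGF-beta list differed by a median of 2.78 (29 of 39 genes rose and 1 (Ltbp1) fell, 29 and 4 adjusted over the list alone, camera adjusted p = 2.5e-15, but adjusted p = 0.0690 with an estimated correlation), the falls numbering 0 without organoids p8 or p9 or ex vivo 1 or 2, 2 without ex vivo 3 and 4 without organoids p7. The fibroblast and matrix list differed by 7.10 (20 of 22 rose, 20 adjusted over the list alone, adjusted p = 6.6e-21, and adjusted p = 0.0199 with an estimated correlation), with Col1a1 higher by 10.72. The cholesterol synthesis list differed by -2.82 (24 of 25 fell, 25 adjusted over the list alone, adjusted p = 1.1e-14, but adjusted p = 0.318 with an estimated correlation), and Insig1, a sterol-regulated inhibitor of the pathway, fell by 4.00.

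The paper does not report on genes of other cell types in these samples. The lowest ex vivo tumor held 60.3 times the summed CPM of macrophage markers of the highest culture, 44.1 times that of T and NK cell markers, 358 times that of MHC class II genes and 248 times that of erythrocyte markers.

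For the higher matrix, fibroblast and EMT genes of the ex vivo tumors, a candidate source is RNA from host cells in the tissue, whose most abundant markers included Lyz2 (2361 ± 411 CPM, SD, n = 3) and Cd74 (2363 ± 563). Ratios of at least 44.1 for macrophage, T and NK cell, MHC class II and erythrocyte markers prompted this explanation and so do not test it. B and plasma cell markers in the lowest ex vivo tumor were at 2.12 times the highest culture (47.0 against 22.1 CPM), with 771 and 114 CPM in ex vivo 1 and 3. A test that took in endothelial markers gave 1.86, where the cultures already held up to 266 CPM of these, so this ratio cannot decide. The 10 of 19 endothelial markers under 1 CPM in every culture were at 85.2 times the highest culture in the lowest ex vivo tumor (143 against 1.68 CPM). These markers were picked for their low level in the cultures. The explanation stays open for the matrix, fibroblast and EMT genes, and no value shows which cells expressed the collagens. A full EMT of the tumor cells with loss of epithelial genes predicts a median under -1 for the epithelial list against cells. The median of 0.27 argues against such a loss across the tissue as a whole. The limit of -1 was set after this median was seen, and epithelial RNA from host cells was not parted from that of the tumor cells. A partial EMT of the tumor cells while growing in the peritoneum stays open and was not tested.

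Organoid p7 stood apart from p8 and p9. A single library given as both p8 and p9 is excluded by their chi-square per gene of 4.43, where sampling noise gives about 1. A cell library under the label of p7 is argued against by its highest correlation with a cell library of 0.926, below the lowest between cell libraries (0.967), a test chosen after a first one left the matter open (the median share of the change from cells to p8 and p9 that p7 showed was 0.362, with 77.1% of 3411 genes in the same direction), although by chi-square per gene p7 lay nearer to cells p11 (102) than to p8 (186) or p9 (163). A batch of culture or sequencing could set p7 apart (mean correlation with p8 and p9 0.930), but the labels name none. A difference between passages, or in the age of the organoids when taken, stays open as well and was not tested.

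WNT targets such as Lgr5 and Notum were higher in the ex vivo tumors than in cells. Normal liver and normal intestinal mucosa as the main source of Lgr5, Notum and Nkd1 are argued against. The summed liver markers reached at most 0.225 times and the mucosa markers at most 0.0109 times the sum of these 3 genes in any ex vivo tumor. A small share of either tissue is not excluded, with liver markers at 89.0 CPM in ex vivo 1, and the other WNT targets were not covered. Host stroma could contribute, and 3 libraries are too few to tell: the sum of these 3 genes was 396, 946 and 773 CPM in tumors 1 to 3, that of tumor 1 being 0.461 times the mean of the others, and that of fibroblast and matrix genes 10612, 7650.4 and 15127 CPM. Growth in the animal, which the design names, stays open and was not tested.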

How the results depend on the processing

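Of these settings, edgeR's filterByExpr filter, percentiles taken only among the genes that pass the filter and the overlap without an organoid or ex vivo library were chosen after seeing the data. No paired analysis was possible because cells and organoids share 1 passage number only (p8) and the numbers of the ex vivo tumors name no passage or animal. Alternatives for the pseudocount of normalized values were not run, since the table holds counts. The cause of each shift given here was not tested. The 1431 genes changed between organoids and cells became 899 in a fit of these 6 libraries alone, 7159 with limma-voom and library weights, 883 with housekeeping centring, 2360 with DESeq2 and 2457 with DESeq2 and no filter, and 527 to 3411 with 1 library left out. The 2554 between ex vivo tumors and cells became 4312 with limma-voom and library weights, 5771 with no filter, 4108 with quantile normalization, 5480 with DESeq2 and no filter, 4606 with filterByExpr and 1617 to 2371 with 1 library left out. The 3027 between ex vivo tumors and organoids became 7547, 6036, 5781 and 4841 with limma-voom and weights, no filter, DESeq2 with no filter and filterByExpr, and 1702 to 4801 with 1 library left out. Quantile normalization lowered the share of rises from 64.6% to 32.0% between ex vivo tumors and cells and from 53.9% to 32.4% between ex vivo tumors and organoids (1470 rises and 3065 falls), where it moved the median log2 fold change of all genes by -0.26 and -0.24, and housekeeping centring by -0.16 and -0.11. The changed lists numbered 0, 4 and 4 with an estimated correlation in camera (organoids and cells, ex vivo tumors and cells, ex vivo tumors and organoids), 6 between organoids and cells with fry, and 10 to 13, 14 to 17 and 12 to 13 with 1 library left out. The overlap of 533 genes ranged from 221 to 944 with 1 library left out.

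The CMS4 percentile minus the highest other was -28.6 in cells, -32.4 in organoids and -3.10 in ex vivo tumors. It became -19.3 and -24.5 in cells and organoids with the EMT and TGF-beta list alone, -20.0, -27.0 and -0.587 in cells, organoids and ex vivo tumors with CMS2 without MYC targets, -24.9 and -29.9 in cells and organoids with mean percentiles, and -49.3, -59.7 and 0.441 among filtered genes only, where the sign of the ex vivo value reversed. With 1 library left out it ranged from -29.4 to -27.6, -33.0 to -31.6 and -4.26 to -2.15. Of 5021 values of single genes under an alternative, 4664 kept their side of the threshold and, where called, their direction, 291 no longer passed it, 65 newly passed it and 1 reversed: Krt8 in ex vivo tumors against organoids was at -0.45 with limma-voom and library weights, where it was called, instead of 0.10. Of 777 values of lists, 704 kept their side of the threshold and, where called, the direction of the test, 60 weakened, 13 newly passed and no called list reversed. Among those on the same side, 63 values of genes that were not called and 30 medians of lists changed sign. Of 144 counts of called members of a list, by comparison and direction, 22 moved by over 1.5 times with housekeeping scaling (4 of them higher), 32 with quantile normalization (22 higher) and 38 with DESeq2 (36 higher). Against cells, the organoids' 14 cholesterol rises became 7 with quantile normalization and 22 by DESeq2, their 5 MYC target falls 13 by DESeq2, their 7 proliferation falls 2 with housekeeping scaling and 13 by DESeq2, and the ex vivo tumors' 4 cholesterol falls 12 by DESeq2. In ex vivo tumors against organoids, the 6 MYC target rises became 1 with housekeeping scaling and 11 with quantile normalization. With 3 libraries per type and the spread estimated from them, the simulated 2-fold changes were mostly missed. Only genes above a minimum expected count were changed in that simulation. A gene that was not called is therefore not shown to be unchanged.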

Differences from the paper's values

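No test was chosen for this part after its result was seen, apart from the percentiles among filtered genes. The paper states that, of its correlations with human signatures, that with CMS4 was the highest for cells, organoids and ex vivo tumors (Figure 4D). By the percentile of genes linked to each subtype, which is another measure and on another scale, CMS2 genes were the highest in each of the 9 libraries, and the CMS4 median minus that of CMS2 was -28.6 in cells, -32.4 in organoids and -3.10 in ex vivo tumors. Of the alternatives set before the data were examined, CMS4 from EMT and TGF-beta genes alone, CMS2 without MYC targets and mean percentiles did not put CMS4 highest in any sample type. Absent members at percentile 0 and each library left out could not have done so. All members of the CMS2 and CMS4 lists are in the table, and CMS2 was the highest in every library. Percentiles taken only among the genes that pass the filter, a setting chosen after seeing the values, put CMS4 above CMS2 in ex vivo tumors by 0.441, and gave -49.3 in cells and -59.7 in organoids. Of the parts of CMS2, the WNT targets alone lay at percentile 71.7, 76.1 and 83.0 in cells, organoids and ex vivo tumors, against 63.3, 59.7 and 90.5 for CMS4, so that in ex vivo tumors CMS4 lay above this part. The WNT targets lay near the EMT and TGF-beta genes alone in cells (72.5), above them in organoids (67.6) and below them in ex vivo tumors (91.2). The epithelial genes lay at 90.0, 94.6 and 93.9 and the MYC targets at 96.8, 94.9 and 96.0. The order of the subtypes in this measure therefore depends on which lists stand for each. As no sample of known subtype was ranked, it neither assigns a subtype nor contradicts the paper's correlations. The ex vivo percentiles can also take in RNA of host cells, as these tumors held markers of immune, vascular and blood cells. The paper states no other value that was computed here.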

Other observations

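Of the values in this part, the ratios of ex vivo 1 to the other ex vivo tumors, edgeR's filterByExpr filter, the simulations of all 9 libraries and the overlaps without an organoid or ex vivo library were chosen only after the data were seen. Most hypoxia and glycolysis genes were higher in organoids than in cells and ex vivo tumors, and cholesterol synthesis genes were higher in organoids p8 and p9, while p7 lay near the cells. Ca9, a carbonic anhydrase induced by hypoxia, was at 211 ± 108 CPM in organoids (SD, n = 3), 2.54 ± 0.703 in cells and 42.6 ± 15.2 in ex vivo tumors, and rose by 6.37 (log2; SE 0.52, adjusted p = 1.2e-04 from edgeR) in organoids against cells, higher in 3 of 3 libraries. Of 29 hypoxia and glycolysis genes, 22 rose and none fell in organoids against cells (27 and 0 adjusted over the list alone, median 1.81, camera adjusted p = 7.7e-19, but adjusted p = 0.201 with an estimated correlation), and 25 fell and none rose in ex vivo tumors against organoids (27 and 0 adjusted over the list alone, median -1.65, camera adjusted p = 2.2e-12, but adjusted p = 0.330 with an estimated correlation). Ero1a, an oxidase of protein folding, fell by 2.97 in the latter and Pkm, the gene of the last enzyme of glycolysis, by 1.32. Against cells, the ex vivo tumors had 2 rises, Ca9 (4.06) and Adm, which encodes the vasodilator adrenomedullin (4.11), with 2 adjusted over the list alone and a median of 0.05 that turned negative with housekeeping centring. These rises numbered 4 with quantile normalization and 4 by DESeq2. Of 25 cholesterol synthesis genes, 14 rose in organoids against cells and none fell (23 and 0 adjusted over the list alone, median 1.79, camera adjusted p = 4.3e-10, but adjusted p = 0.415 with an estimated correlation), the rises numbering 2 without cells p8, 3 without cells p5, 6 without organoids p8 or p9 and 24 without organoids p7. Their summed CPM was 5937, 23447 and 22778 in organoids p7, p8 and p9, and 6482, 3439 and 7089 in cells p5, p8 and p11. Ebp, a sterol isomerase, rose by 2.68. In ex vivo tumors against cells 4 fell and none rose (11 and 0 adjusted over the list alone, median -1.05, camera adjusted p = 8.1e-05, but adjusted p = 0.599 with an estimated correlation), the falls numbering 1 without cells p5 or p11 or ex vivo 1 and 2 without ex vivo 2 or 3. Lss, which closes the sterol rings, fell by 3.79 in ex vivo tumors against organoids.

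Some genes that handle the drugs of this study differed between the sample types, none of which is labelled as treated, while the list of platinum genes was called by camera in no comparison. Of 30 platinum transport and repair genes, 4 rose and 1 fell in organoids against cells (6 and 2 adjusted over the list alone, median 0.13, camera adjusted p = 0.166), the falls numbering 2 without organoids p7. Atp7b, a copper transporter that also exports platinum drugs, was at 27.3 ± 14.5 CPM in organoids and 1.55 ± 0.601 in cells (log2 fold change 4.13, SE 0.59, adjusted p = 0.00194), and fell by 4.37 in ex vivo tumors against organoids, -5.09 without ex vivo 3. Its relative Atp7a fell by 2.89 there. Abcg2, a drug efflux pump, fell by 2.23 in organoids and by 1.91 in ex vivo tumors against cells. Ddb1, which recognizes DNA damage for nucleotide excision repair, had log2 fold changes of -0.06 and -0.28 and passed neither test. Against cells, 5 of these genes rose and 5 fell in ex vivo tumors (5 and 5 adjusted over the list alone, median -0.12, camera adjusted p = 0.774, with a mean of 0.36), the falls numbering 2 without ex vivo 2 and 3 without cells p5, p8 or p11, and against organoids 4 rose and 6 fell (5 and 7 adjusted over the list alone, median -0.22, camera adjusted p = 0.172), the rises numbering 1 without ex vivo 1 and 2 without organoids p8. Nqo1, a reductase that activates mitomycin-C, was at 51.0 ± 7.08 CPM in cells, 179 ± 43.8 in organoids and 13.8 ± 2.86 in ex vivo tumors (log2 fold changes 1.81, -1.89 and -3.69 for organoids against cells, ex vivo tumors against cells and ex vivo tumors against organoids). Xdh, another enzyme that can reduce it, rose by 3.86 in ex vivo tumors against cells, and Abcb1a, an efflux pump, by 2.37 in organoids. Of 27 mitomycin activation and crosslink repair genes, 3 rose and 2 (Xdh and the nuclease gene Eme1) fell in organoids against cells (4 and 6 adjusted over the list alone, median -0.28, camera adjusted p = 0.0711, the last 0.0158 without organoids p7), the falls numbering 0 without cells p5 or organoids p8 or p9, 1 without cells p8 and 10 without organoids p7. The ex vivo tumors had 1 rise and 3 falls against cells (1 and 2 adjusted over the list alone, median -0.46, camera adjusted p = 0.0286, but adjusted p = 0.566 with an estimated correlation), with camera at adjusted p = 0.0651 without cells p8 and 0.0933 without ex vivo 1, the rises numbering 2 without ex vivo 1 and the falls 1 without cells p5 or p8 or ex vivo 1, 9 with quantile normalization and 5 by DESeq2. Against organoids 2 (Cyb5r3 and Xdh) rose and 2 (Nqo1 and Abcb1a) fell (1 and 1 adjusted over the list alone, median -0.03, camera adjusted p = 0.564), the rises numbering 1 without organoids p8 or p9 or ex vivo 1, 2 or 3 and 4 without organoids p7 and the falls 1 without organoids p8 or p9 or ex vivo 1, 2 or 3. The paper reports that organoids needed more oxaliplatin than cells in 2D (Figure 4C), and no link to these genes was tested.

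Mki67, the gene of the proliferation marker that the paper stains, was at 725 ± 204 CPM in cells, 481 ± 107 in organoids and 412 ± 128 in ex vivo tumors and passed no test (adjusted p = 0.232, 0.0883 and 0.623 for the same comparisons). Of 36 proliferation genes, 7 fell and none rose in organoids against cells (16 and 0 adjusted over the list alone, median -0.66, camera adjusted p = 3.9e-10, but adjusted p = 0.415 with an estimated correlation), the falls numbering 0 without cells p5 or p8 or organoids p8 or p9, 16 without cells p11 and 25 without organoids p7. Against cells 12 fell in ex vivo tumors (17 adjusted over the list alone, median -0.65, camera adjusted p = 1.5e-06, but adjusted p = 0.518 with an estimated correlation), the falls numbering 2 without cells p5 or p8 or ex vivo 1, among them Ccna2, the cyclin A2 gene, by 1.36. In ex vivo tumors against organoids edgeR called none of them, also adjusted over the list alone (median 0.04, which turned under another scaling, with 1 rise and 1 fall at an unadjusted p under 0.05, and 0 and 1 by DESeq2), but without organoids p7 it called 7 rises and 1 fall. Of 21 heat shock genes, 1 (Hspb8, a small chaperone gene) rose and 5 fell in organoids against cells (1 and 9 adjusted over the list alone, median -0.64, camera adjusted p = 0.00134, but adjusted p = 0.445 with an estimated correlation), the falls numbering 1 without cells p5 or p8 or organoids p8, 2 without organoids p9, 9 without cells p11 and 10 without organoids p7 and the rises 3 without organoids p7. Hspb1, which encodes the small chaperone Hsp27, fell by 1.96 in organoids and rose by 1.67 in ex vivo tumors against cells. Of the same list 2 (Hspb1 and the collagen chaperone gene Serpinh1) rose and 1 (Hsf2, a heat shock factor) fell in ex vivo tumors against cells (1 and 1 adjusted over the list alone, median -0.15, camera adjusted p = 0.446, the last 0.0482 without cells p11), the rises numbering 1 without cells p8 or p11 or ex vivo 1 or 3 and the falls 5 without cells p11, and 4 rose and 1 (Hspb8) fell against organoids (4 and 1 adjusted over the list alone, median 0.41, camera adjusted p = 0.221), the rises numbering 2 without organoids p8 or p9 and the falls 4 without organoids p7.

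Bcl2l11, which encodes the pro-apoptotic protein Bim, rose by 2.08 in organoids. Of 28 apoptosis genes, 3 rose and 3 fell in organoids against cells (5 and 6 adjusted over the list alone, median 0.00, camera adjusted p = 0.848), 7 and 3 in ex vivo tumors against cells (8 and 5 adjusted over the list alone, median -0.11, camera adjusted p = 0.925), and 5 and 3 in ex vivo tumors against organoids (5 and 3 adjusted over the list alone, median 0.05, camera adjusted p = 0.995), a median that turned negative with housekeeping centring. The means were 0.10, 0.09 and -0.01. In organoids against cells the rises numbered 1 without cells p5 or p8 or organoids p8 or p9 and 7 without organoids p7 and the falls 5 without organoids p7. In ex vivo tumors the rises against cells numbered 3 without cells p8 or ex vivo 2 and 4 without cells p5 or ex vivo 1 or 3 and the falls 1 without cells p5 or p8 or ex vivo 1 or 2, and the rises against organoids 2 without ex vivo 2 and 3 without organoids p8 or ex vivo 3 and the falls 5 without organoids p7. Msh6, of DNA mismatch repair, was at 355 ± 30.6 CPM in cells. Of 8 mismatch repair genes edgeR called none in any comparison, also adjusted over the list alone. In organoids against cells, where there were 0 rises and 2 falls at an unadjusted p under 0.05, and 0 and 0 by DESeq2, edgeR called 1 without cells p11 and 2 without organoids p7, and camera gave adjusted p = 0.105 and 0.0348 without organoids p7. Ex vivo tumors against cells gave 0 rises and 2 falls at an unadjusted p under 0.05, and 0 and 0 by DESeq2, and against organoids 0 rises and 1 fall at an unadjusted p under 0.05, and 0 and 1 by DESeq2. With quantile normalization 2 fell in ex vivo tumors against cells and 1 against organoids. The median of the list was -0.45 in ex vivo tumors against cells (camera adjusted p = 0.0284, 0.0631 without ex vivo 1, and adjusted p = 0.483 with an estimated correlation).

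Markers of other tissues varied between the ex vivo tumors. In ex vivo 1 the summed CPM of B and plasma cell markers was 9.59 times the mean of ex vivo 2 and 3, that of adipocyte markers 6.15 times, erythrocyte markers 4.55 times, liver and pancreas markers 4.06 times and T and NK cell markers 2.04 times. Against cells, 3 of 6 adipocyte genes rose and 1 fell (4 and 1 adjusted over the list alone, median 2.72, camera adjusted p = 0.336), with a median of 0.34 without ex vivo 1 and 0.74 with quantile normalization, which called 1 rise, the rises numbering 1 without cells p5 or p8 or ex vivo 1. Fabp4, a fatty acid carrier of adipocytes, rose by 9.55, 6.67 without ex vivo 1, and Pparg, a regulator of adipocyte differentiation, fell by 2.30. In organoids 1 adipocyte gene (Fabp4) rose, 0 without cells p5, p8 or p11 (2 and 0 adjusted over the list alone, median 0.99, camera adjusted p = 0.0421, but adjusted p = 0.518 with an estimated correlation, and camera 0.0562 without cells p5, 0.0508 without cells p11 and 0.139 without organoids p7). All 3 tested liver and pancreas genes rose in ex vivo tumors against cells (3 adjusted over the list alone), among them Tf, the transferrin gene, by 11.43, 13.20 without cells p11 and 10.82 without ex vivo 1. Of 5 mesothelium genes 1 (Upk1b) rose and 1 (Podxl) fell (1 and 1 adjusted over the list alone, median 0.01, camera adjusted p = 0.742), the falls numbering 0 without cells p5 or p8 or ex vivo 1. With filterByExpr, which keeps more of the genes that ex vivo tumors alone express, 6 of 11 rose and 1 fell against cells (median 3.30, camera adjusted p = 0.00678), and 7 rose and 0 fell against organoids (median 4.46, camera adjusted p = 0.00204). Of 5 skeletal muscle genes edgeR called none, also adjusted over the list alone, or 1 without cells p11 or ex vivo 2, with 1 rise and 1 fall at an unadjusted p under 0.05, and 1 and 0 by DESeq2. With the first filter the medians of both lists turned negative under another scaling. Msln, the mesothelin gene, was at 371 ± 77.2 CPM in the cells themselves and 373 ± 57.8 in ex vivo tumors. In organoids 1 mesothelium gene (Upk1b) and 2 skeletal muscle genes (Tnni2 and Actn3) rose and none fell (1 and 2, and 2 and 2, adjusted over the list alone), the latter 1 without cells p5 or p8 or organoids p8 or p9. The falls numbered 2 without organoids p7 and 1 by DESeq2 for mesothelium. For skeletal muscle they numbered 1 without cells p11 or organoids p9, and 2 both with quantile normalization and by DESeq2. The 5 Y-linked genes in the table had no count in any library. Of 10 housekeeping genes 1 rose and 0 fell in organoids against cells (1 and 1 adjusted over the list alone), and 0 rose and 1 fell in ex vivo tumors against organoids (0 and 1 adjusted over the list alone). Gpi, a glycolytic enzyme, rose by 1.33 in the first and fell by 1.01 in the second.

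Between ex vivo tumors and organoids, 1631 genes rose and 1396 fell (3027 in total, 1702 without organoids p9, 1782 without organoids p8 and 4801 without organoids p7, with 798 falls without ex vivo 1 and 868 without ex vivo 2; 1470 rises and 3065 falls with quantile normalization), and in 5487 (41.2%) the libraries did not overlap, where chance gives 10%. Interferon and antigen presentation genes rose in 24 of 29 cases and fell in none (25 and 0 adjusted over the list alone, median 2.69, camera adjusted p = 3.4e-18, and adjusted p = 0.0199 with an estimated correlation). WNT targets had 12 rises and 1 fall (Ephb2) of 24 (12 and 3 adjusted over the list alone, median 0.75, camera adjusted p = 0.0211, but adjusted p = 0.415 with an estimated correlation, and camera 0.0605 without ex vivo 3), the falls numbering 2 without ex vivo 3 and 4 without organoids p7. Epithelial genes had 3 rises and 2 falls (Ovol1 and Dsp) of 38 (2 and 2 adjusted over the list alone, median -0.26, camera adjusted p = 0.134), the rises numbering 1 without organoids p9 or ex vivo 1 and the falls 1 without organoids p9 or ex vivo 2 and 8 without organoids p7. With filterByExpr camera called this epithelial list as lower (adjusted p = 0.0276, median -0.26). MYC targets had 6 rises and 1 fall (Tfrc) of 36 (6 and 1 adjusted over the list alone, median 0.36, camera adjusted p = 0.0214, but adjusted p = 0.761 with an estimated correlation, and camera 0.132 without organoids p8 and 0.0712 without organoids p9), the rises numbering 0 without organoids p8 or p9, 1 without ex vivo 1 and 17 without organoids p7 and the falls 0 without ex vivo 1 and 2 without organoids p7. The camera call of the MYC targets was also lost with filterByExpr (adjusted p = 0.300, median 0.35). Metabolic and secretory genes had 3 rises and 3 falls of 20 (3 and 3 adjusted over the list alone, median -0.04, camera adjusted p = 0.848), the rises numbering 5 without organoids p7, and Aqp8, a water channel of the colon, fell by 4.43. All 7 MHC class II genes rose, with a median of 13.45, or 12.66 with genes of no count in organoids at their lower bound.

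Several genes outside the lists were among the largest changes. Calca, the gene of calcitonin and the peptide CGRP, rose in ex vivo tumors against cells at least 3984-fold and Aebp1, which encodes a collagen-binding matrix protein, at least 2545-fold, both with no count in cells. Ptgs2, the gene of cyclooxygenase-2, fell by 4.58 on the log2 scale (SE 0.59, adjusted p = 2.3e-04) and by 4.39 against organoids, lower in 3 of 3 ex vivo tumors each time. Csf3, the gene of the cytokine G-CSF, fell by 5.28 against cells, -3.59 without cells p11. In organoids against cells Stc1, the gene of the hormone stanniocalcin, was 527-fold higher (95% counting interval 145 to 4356), Myo7b, a myosin of intestinal microvilli, rose by 7.89 and Hopx, a transcription cofactor with no count in cells, at least 31.1-fold. Ctsw, a cathepsin gene, fell by 6.25 and Scx, which encodes a transcription factor of tendon cells, by 4.00. Mmp13, a collagenase gene, fell by 5.04 in ex vivo tumors against organoids.

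Organoids and ex vivo tumors, compared with the same cells, shared 533 called genes of the same direction (390 rises and 143 falls) and 98 of opposite direction (19 higher in organoids and lower in ex vivo tumors, 79 the other way). Independent lists of these sizes would share 106 rises and 38.8 falls, and 58.3 and 70.8 genes of opposite direction in the same order. In 50 simulations of 9 unchanged libraries the comparisons called 0.260 and 0.120 genes on average and shared 0.0200, too few calls for this to be set against the observed number. Part of the excess can come from the shared cell libraries, which are too few to be parted. The number was 252 without cells p5, 221 without cells p8, 944 without organoids p7, 352 without organoids p8 and 353 without organoids p9. The fold changes correlated across genes with r = 0.369 (simulated mean 0.489) and had a covariance of 0.521 (simulated mean 0.0783, a difference of 0.443), and genes are not independent replicates. Shared rises included Cdh17 and the detoxifying enzyme gene Gsta1 (5.19 in organoids and 6.40 in ex vivo tumors, 5.48 without ex vivo 1), and shared falls the kinase gene Wnk3 (-4.67 and -4.83).

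The libraries of each comparison were also put into the other groups of 3 and 3 that they allow. With 10 splits in each, the share of splits with as many calls cannot fall under 0.05. For genes, the real split called 1431 between organoids and cells, 2554 between ex vivo tumors and cells and 3027 between ex vivo tumors and organoids, and the highest other split 14, 0 and 0, so that 1, 1 and 1 split reached the real value. Every other split mixed the sample types within its groups, so the difference between types widened the spread there. Few gene calls were thus set in advance for those splits, and their numbers do not bear on chance. For gene lists, the real split called 11, 16 and 13 and the highest other 9, 15 and 15, so that 1, 1 and 3 splits did. The camera p-values with the preset correlation alone therefore do not tell the sample types from other groupings.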
